# Acylated Ghrelin Supports the Ovarian Transcriptome and Follicles in the Mouse: Implications for Fertility

**DOI:** 10.3389/fendo.2018.00815

**Published:** 2019-01-15

**Authors:** Luba Sominsky, Jeferson F. Goularte, Zane B. Andrews, Sarah J. Spencer

**Keywords:** acyl ghrelin, des-acyl ghrelin, ovarian follicles, reproductive success, RNA-seq

## Abstract

Ghrelin, an orexigenic gut-derived peptide, is gaining increasing attention due to its multifaceted role in a number of physiological functions, including reproduction. Ghrelin exists in circulation primarily as des-acylated and acylated ghrelin. Des-acyl ghrelin, until recently considered to be an inactive form of ghrelin, is now known to have independent physiological functionality. However, the relative contribution of acyl and des-acyl ghrelin to reproductive development and function is currently unknown. Here we used ghrelin-O-acyltransferase (GOAT) knockout (KO) mice that have no measurable levels of endogenous acyl ghrelin and chronically high levels of des-acyl ghrelin, to characterize how the developmental and life-long absence of acyl ghrelin affects ovarian development and reproductive capacity. We combined the assessment of markers of reproductive maturity and the capacity to breed with measures of ovarian morphometry, as well as with ovarian RNA sequencing analysis. Our data show that while GOAT KO mice retain the capacity to breed in young adulthood, there is a diminished number of ovarian follicles (per mm^3^) in the juvenile and adult ovaries, due to a significant reduction in the number of small follicles, particularly the primordial follicles. We also show pronounced specific changes in the ovarian transcriptome in the juvenile GOAT KO ovary, indicative of a potential for premature ovarian development. Collectively, these findings indicate that an absence of acyl ghrelin does not prevent reproductive success but that appropriate levels of acyl and des-acyl ghrelin may be necessary for optimal ovarian maturation.

## Introduction

Since its initial discovery and characterization (1), ghrelin has received increasing attention in metabolic, cardiovascular, stress, motivation, and memory research as having multiple important roles in these fields (2–10). Ghrelin has also been implicated in supporting reproductive function, acting at all levels of the hypothalamic-pituitary-gonadal (HPG) axis (11–14), including both directly and indirectly on the mammalian ovary (11, 15–17). In doing so it mediates changes in the metabolic state and in the levels of stress and reward on puberty, fertility, and fecundity (18).

Ghrelin is a 28 amino acid peptide, produced in the gastrointestinal tract. It is modified by n-octanoylation of serine at the third position (Ser-3) by the enzyme ghrelin-O-acyltransferase (GOAT), to form acylated ghrelin (19, 20). Ghrelin and GOAT are highly conserved in vertebrates (21). In circulation, ghrelin exists in at least two major bioactive forms: acylated and des-acylated ghrelin (22). It is the acylated form that acts at the growth hormone secretagogue receptor (GHSR). The receptor for des-acyl ghrelin has not yet been identified, nevertheless, des-acyl ghrelin has been shown to suppress the effects of acyl ghrelin (23, 24) and to exert independent biological effects on metabolism (25–27), cardiovascular function (9, 28), stress (10), and reproduction (29–31) and is thus an additional important target for investigation.

Both high and low levels of ghrelin appear to be detrimental for fertility, suggesting that a certain balance between circulating acyl and des-acyl ghrelin is important for reproductive potential (18). As such, acute administration of acyl ghrelin in rats impairs folliculogenesis, induces morphometric changes in the ovary, and reduces ovarian volume (32). Chronic administration of acyl or des-acyl ghrelin, or the combination of both, delays follicle maturation and reduces ovarian weight, suggesting the inhibitory effects of ghrelin on the ovary may not be solely dependent on the GHSR-mediated signaling pathway (31). In mice, both administration of a high dose of acyl ghrelin and GHSR antagonism during peri-implantation and early gestation impair fertilization, implantation, and embryo development (33). Human data show that while acyl ghrelin inhibits ovarian steroidogenesis (16), endometrial expression of the ghrelin gene and GHSR1a are decreased in infertile women (34), supporting the hypothesis that an adequate balance within the ghrelin system is required to maintain healthy reproductive function.

The focus on the physiological role of des-acyl ghrelin has only recently begun to gain attention and a large number of studies report the levels and the effects of either total or acyl ghrelin, with only a limited number of studies assessing des-acyl ghrelin (18, 35). Given that both high and low concentrations of ghrelin exert negative effects on fertility, and that some of these effects may be mediated through GHSR-independent pathways, it is imperative to further our understanding of the role des-acyl ghrelin plays in reproduction.

Genetic deletion of GOAT removes the capacity for ghrelin acylation and results in undetectable concentrations of acyl and chronically high levels of des-acyl ghrelin during development and throughout life (36, 37). These GOAT KO mice have been used to investigate the role of the GOAT-ghrelin system in metabolism and stress (36–39), and we used it here to test the hypothesis that acyl ghrelin plays a significant role in the development and function of the reproductive system. GOAT KO mice do not display developmental or overt anatomical differences from WT (40). They do, however, respond differently to conditions of altered metabolic state and stress, as evident from findings in males (10, 37). Thus, we hypothesized that the absence of GOAT (and so the absence of acyl ghrelin and high levels of des-acyl ghrelin) would alter the development of the ovary, leading to detrimental changes in the ovarian transcriptomic profile and impaired development and function of the ovary. We also tested whether these changes were maintained into adulthood and were reflected in differences in the number of ovarian follicles per mm^3^ of ovary or in major reproductive endpoints, including puberty onset and fecundity.

## Materials and Methods

### Animals

In these experiments we used female mice. GOAT KO mice on a C57/Bl6 background were obtained from Regeneron Pharmaceuticals (Tarrytown, NY) and bred (het × het; 1 male × 2 females) in the Monash Animal Services to generate WT and KO littermates, as previously described (10). Mice were group-housed under standard laboratory conditions with *ad libitum* access to food and water at 23°C in a 12 h light/dark cycle. All procedures described here were in accordance with the National Health and Medical Research Council Australia Code of Practice for the Care of Experimental Animals and the Monash University Animal Ethics Committee guidelines.

### Ovarian Tissue Collection

To assess the effects of GOAT deletion on ovarian morphology and transcriptome, we collected ovaries from GOAT KO and WT juvenile (3 weeks old) and adult (10 weeks old) mice. Mice were deeply anesthetized by isoflurane inhalation and ovaries were excised. One ovary from each animal was snap frozen in liquid nitrogen and stored at −80°C for gene analysis, and one ovary was fixed in Bouin's solution (Sigma-Aldrich, St Louis, MO, USA) overnight, rinsed four times in 70% ethanol and stored in ethanol until processing.

### Characterization of Ovarian Morphometry

Exogenous acyl ghrelin suppresses follicle maturation and reduces ovarian volume in the prepubertal ovary (31, 32). It also disrupts granulosa cell steroidogenesis (16). We therefore investigated if the deletion of GOAT and thus a change in acyl and des-acyl ghrelin concentrations would induce morphometric changes in the GOAT KO ovary. We thus assessed the number of ovarian follicles in juvenile and adult mice. As previously described (41, 42), fixed ovaries were dehydrated, embedded in paraffin and sectioned at 4 μm. For morphometric analysis, 20 sections on 10 slides, 36 μm apart, were stained with haematoxylin-eosin (H&E). Two sections per slide were assessed on the basis of an 8 μm distance between the sections, allowing a complete assessment of primordial follicle counts at this location, as per our previous publications (42, 43). Follicles were classified as: (a) *primordial*: an oocyte surrounded by a single layer of flattened pregranulosa cells; (b) *early primary*: an oocyte surrounded by a single layer of flattened pregranulosa cells with at least two cuboidal granulosa cells; (c) *primary*: an oocyte surrounded by cuboidal granulosa cells; (d) *preantral*: follicles with no antral cavity and two or more layers of cuboidal granulosa cells; (e) *antral*: an antral cavity visible, with at least two layers of cuboidal granulosa cells. We scanned whole ovarian sections using an Olympus VS120 slide scanner (Olympus, Tokyo, Japan). Only follicles with visible nuclei and nucleoli were counted to prevent counting the same follicle more than once. Area measurements were obtained using ImageJ (National Institutes of Health, MD, USA). Follicle counts were adjusted per total section volume, calculated as area multiplied by section thickness, according to Bernal et al. (44), Aiken et al. (45, 46), Tsoulis et al. (47), Asadi-Azarbaijani et al. (48), and Chan et al. (49), and presented as counts per mm^3^ (*n* = 4–6 animals per group). Follicles were classified as atretic if they presented with one or more of the following criteria: oocyte degeneration; granulosa cell degeneration, disorganization and retraction from the oocyte; appearance of pyknosis in more than 10% of granulosa cells (49–51).

### Immunohistochemistry

We used proliferating cell nuclear antigen (PCNA) immunolabeling to visualize follicle activation and growth, as previously described (42, 52). We de-waxed paraffin-embedded sections (4 μm) in histolene and rehydrated them in ethanol washes. Antigen retrieval was carried out by microwaving sections in sodium citrate buffer for 15 min (10 mM sodium citrate, pH = 6). Slides were then cooled down to room temperature (RT) and blocked in 3% bovine serum albumin (BSA)/0.03% Triton X-100/ phosphate-buffered saline (PBS) for 1 h at RT. Sections were then incubated overnight at 4°C with mouse monoclonal anti-PCNA (1:200; #ab29, lot #GR201287, Abcam, Cambridge, UK). We then washed the slides in PBS/0.1% Triton X-100 and incubated them with Alexa Fluor 594 donkey anti-mouse IgG fluorescent-conjugated secondary antibody (1:200; A21203 Thermo Scientific, Rockford, IL, USA). Sections were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI) using Fluoroshield with DAPI mounting medium (Sigma-Aldrich, St Louis, MO, USA) and viewed under an Olympus BX61 fluorescent microscope fitted with a Nikon DS-Ri2 camera. A minimum of two randomly selected slides were evaluated for each animal. We assessed fluorescence intensity in PCNA-positive follicles with a visible nucleus using ImageJ (National Institutes of Health, MD, USA). Mean fluorescence intensity was calculated using a corrected total cell fluorescence (CTCF) formula (CTCF = integrated density—(area of selected section × mean fluorescence of background readings), as previously described (53). Data were normalized to the mean fluorescence intensity of the control group and expressed in arbitrary units (AU) (43, 54, 55).

For detection of follicular apoptosis, we de-paraffinised and rehydrated paraffin-embedded sections as described above. We pre-treated the sections with 20 μg/mL proteinase K for 15 min at RT and performed analysis for terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) using ApopTag Fluorescein *In situ* Apoptosis Detection Kit (Merck Millipore, Burlington, MA, USA) according to the manufacturer's instructions. We then counterstained the sections using Fluoroshield with DAPI mounting medium (Sigma-Aldrich). Positive controls consisted of sections treated with DNAse I (Qiagen, Carlsbad, CA, USA) to induce non-specific DNA fragmentation, and negative control staining was performed without active Terminal deoxynucleotidyl Transferase (TdT) but including proteinase K digestion, to control for non-specific incorporation of nucleotides. Slides were viewed under a fluorescent microscope and follicles were classified as apoptotic if they contained a TUNEL-positive oocyte and/or ≥4 TUNEL-positive granulosa cells for primary, secondary and antral follicles, or >1 TUNEL-positive granulosa cells for primordial follicles (42, 56, 57).

### RNA Isolation

We isolated total RNA using QIAzol reagent and RNeasy Mini Kits (QIAGEN, Valencia, CA, USA). RNA concentrations were determined using a spectrophotometer, NanoDrop 2000/2000c (Thermo Fisher Scientific, Wilmington, DE USA) and 1 μg RNA was transcribed to cDNA using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA, USA), according to the manufacturer's instructions.

### Next-Generation Sequencing

Total RNA (1 μg) samples isolated from juvenile GOAT KO and WT mouse ovaries (*n* = 4 per group) were submitted to the Australian Gene Research Facility (AGRF; Melbourne, VIC, Australia) for processing and bioinformatics analysis. The quality of the total RNA was assessed by a Bioanalyser (RNA Integrity Number = 10 for all samples). The samples were then sequenced on an Illumina HiSeq 2000 platform (Illumina, San Diego, CA) generating 50 bp single-reads per lane. The primary bioinformatics analysis involved de-multiplexing and quality control. The per base sequence quality indicated that the Phred quality score was above 30 for >96% of bases across all samples (58, 59). The reads were also screened for the presence of any Illumina adaptor/overrepresented sequences and cross-species contamination. The cleaned sequence reads were then aligned against the *Mus musculus* genome (Build version mm10). The Tophat aligner (v2.0.14) was used to map reads to the genomic sequences. The counts of reads mapping to each known gene were summarized. The transcripts were assembled with the Stringtie tool v1.0.4 (http://ccb.jhu.edu/software/stringtie/) utilizing the reads alignment with reference annotation based assembly option (RABT). The GENCODE annotation containing both coding and non-coding annotations for mouse genome version GRcm38 (Ensemble release 81) was used as a guide.

To estimate differences in gene counts between groups, differential expression analysis was undertaken using specialized R libraries from Bioconductor version 3.2 (http://www.bioconductor.org) (60). 

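Multidimensional scaling was run on the read counts that the authors deposited for 4 libraries labelled WT and 4 labelled GOAT KO, each from the ovary of a 3-week-old mouse, using log2 CPM (counts scaled to library size) of the 500 genes that differed most within each pair of libraries. The first dimension held 29.5% of the variance and the second 19.4%. GOAT KO 1139 lay at 1.21 on the first dimension, while the other 7 libraries lay between -0.47 and 0.17. WT 1120 lay at 0.17 on the first dimension and at -0.43 on the second, beside GOAT KO 1141 at -0.41 and GOAT KO 1146 at -0.46 on the second and away from the other WT libraries, which lay between 0.11 and 0.76. Within its own group, the mean distance to the other 3 libraries was 1.62 for GOAT KO 1139, against 1.26 to 1.33 for the rest of its group. The mean distance to the other WT libraries was 1.40 for WT 1120 and 1.33 for WT 1118, against 1.19 and 1.20 for WT 1121 and WT 1119. These positions describe the libraries, and no test was made of them.

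**Figure D1:**
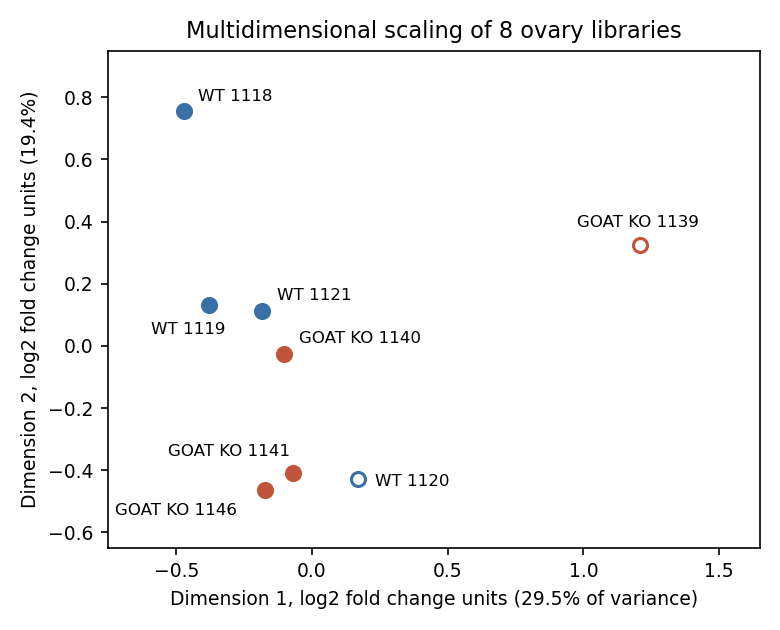
Multidimensional scaling of the 8 ovarian libraries on log2 CPM of the 500 genes that differed most within each pair, with the first dimension on the x axis and the second on the y axis, both in log2 units. Blue points are libraries labelled WT and red points those labelled GOAT KO, and WT 1120 and GOAT KO 1139 are drawn open. GOAT KO 1139 stands alone at 1.21 on the first dimension.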

A multidimensional scaling plot revealed that two samples (one from each of the GOAT KO and WT groups) did not cluster with the rest of the samples from that group and were thus considered as outliers for further analysis. The data filter was set to 0.5 < logFC < −0.5 difference and *p* < 0.05. A test for over-representation of Gene Ontology (GO) terms was performed using the GOANA method (https://www.bioconductor.org/packages/devel/bioc/manuals/limma/man/limma.pdf). The clusterProfiler software package was used to analyse and visualize functional profiles (GO and Kyoto Encyclopedia of Genes and Genomes, KEGG) of gene and gene clusters (http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html). The clusterProfiler supports enrichment analysis of Reactome and KEGG with either hypergeometric test or Gene Set Enrichment Analysis (GSEA) (61).

In addition to these analyses, we also used the Ingenuity Pathway Analysis (IPA; Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) platform to explore further downstream and upstream effects of GOAT deletion in our dataset. The recommended set size for IPA core analysis from gene expression data is 200–3,000 molecules, and different fold change cut-offs are routinely used to allow inclusion of more differentially expressed genes for meaningful pathway analyses [e.g., (62, 63)]. 

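Of the 16641 genes tested with edgeR's quasi-likelihood test in 6 of the libraries (WT 1118, 1119 and 1121, and GOAT KO 1140, 1141 and 1146, whose log2 fold changes match those of Table 1), 793 had an unadjusted p under 0.05 and an absolute log2 fold change over 0.3. Expression of 425 of them was higher in the libraries labelled GOAT KO and of 368 lower. With WT 1120 and GOAT KO 1139 added, 473 of 16601 genes passed, 211 of them lower in the libraries labelled GOAT KO, and 339 genes passed in both sets of libraries. Leaving out WT 1120 alone brought the number to 866. Without a filter on low counts, 918 genes passed with all 8 libraries, and DESeq2 in place of edgeR gave 563 with the 6 libraries. Ingenuity Pathway Analysis was not used here.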

We therefore performed the core analysis at 0.3 < logFC < −0.3 difference and *p* < 0.05, resulting in 656 analysis-ready molecules. These cut-off criteria allowed us to predict directionality of change in downstream functions and upstream regulators, accounting for a potential dilution of information as a result of whole ovary sequencing. Statistical significance was calculated using the right-tailed Fisher's Exact Test. The activation z-score, a statistical measure that assesses the match between observed and predicted upstream or downstream regulation patterns based on previous literature was also used to evaluate significance of effects on diseases and biological functions, as well as the activation and inhibition states of predicted upstream regulators [see (64) for further information on the IPA core analysis]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE106339.

### Real-Time Quantitative PCR Array

We also used a Custom RT^2^ PCR array (CLAM26350; Qiagen) designed to specifically examine, in juvenile and adult ovaries, the changes in the top ten over- and under-expressed genes (Table 1) that were identified by RNA sequencing in the ovaries of juvenile GOAT KO mice. Pseudogenes were excluded from the analysis. We also used this ovary to confirm the absence of GOAT (*Mboat4*) in the ovaries of GOAT KO mice. Total RNA, 400 ng, extracted as detailed above, was transcribed to cDNA using the RT^2^ First Strand Kit (Qiagen), according to the manufacturer's instructions. Samples were then diluted as per manufacturer's instructions in RT^2^ SYBR Green Mastermix, loaded onto 384-well PCR array plates and amplified on the QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems, Carlsbad, CA, USA), including an initial activation step at 95°C for 10 min followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. *Actb* and *Gapdh* were used as endogenous controls. The *C(t)* values for these genes were averaged and used for the comparative threshold cycle (ΔΔ *C(t)*) calculations, where *C(t)* is ≤ 40. Fold changes were then calculated using the 2^−ΔΔ*C(t)*^ Equation (98).

**Table 1:** Top 10 over- and under-expressed genes in GOAT KO mouse ovary (*p* < 0.05) and supporting literature.

**Gene symbol**	**Gene name NCBI**	**Log_**2**_FC**	**Summary of function**
*Gm10036*	Predicted gene 10036	2.75	Ribosomal protein L11 pseudogene (65).
*Grik3*	Glutamate receptor, ionotropic, kainate 3	1.74	Also known as *Glur7*. Plays a role in neuroactive ligand-receptor interaction, underlying glutamate-mediated excitatory synaptic transmission, and is expressed in the ovary (66, 67)
*Spocd1*	SPOC domain containing 1	1.72	Involved in negative regulation of phosphatase activity. SPOC domain (Spen paralogue and ortholog C terminal) plays a role in developmental signaling (68, 69).
*Grem1*	Gremlin 1, DAN family BMP antagonist	1.60	Expressed in granulosa cells. Regulates folliculogenesis and primordial to primary follicle transition (70, 71)
*Cyp19a1*	Cytochrome P450, family 19, subfamily a, polypeptide 1	1.40	Encodes aromatase, the key enzyme in estrogen biosynthesis. Significantly increased during preovulatory follicle development (72–74).
*Inhba*	Inhibin, beta A	1.37	Encodes activin β A subunit that negatively regulates pituitary follicle-stimulating hormone (FSH) synthesis. Prominently expressed in granulosa cells of preantral and antral follicles. Deletion causes neonatal lethality, significant craniofacial defects and abnormal folliculogenesis (75–77).
*Hspb7*	Heat shock protein family B (small) member 7	1.29	Potent suppressor of protein aggregation, assists in the clearance of stress-induced misfolded proteins (78, 79).
*Gm15421*	Predicted gene 15421	1.17	Ribosomal protein L22 like 1 pseudogene (80).
*Sohlh1*	Spermatogenesis and oogenesis specific basic helix-loop-helix 1	1.08	Expression is confined to primordial oocytes and is required for their differentiation. In adult ovary transcript expression is decreased as the oocytes are recruited to form primary and secondary follicles (81, 82).
*Drd4*	Dopamine receptor D4	1.05	Androgen-dependent gene (83–85). Strongly expressed in mouse adult ovary, with no known function (67).
*Leprotl1*	Leptin receptor overlapping transcript-like 1	−0.98	Negatively regulates growth hormone (GH) receptor expression and is overexpressed during fasting (86). Transgenic mice overexpressing leprotl1 show growth retardation (87). Expressed in granulosa cells throughout follicular development from small to ovulatory follicles and significantly increased in corpus luteum, compared to small follicles (88).
*Dcdc2b*	Doublecortin domain containing 2b	−1.02	Encodes a member of the doublecortin family. The doublecortin domain binds tubulin and increases microtubule polymerisation (89).
*Gm5620*	Predicted gene 5620	−1.06	tubulin, alpha 1B pseudogene. Non-protein coding.
*Cited4*	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 4	−1.07	Luteinising hormone (LH) target gene during ovulation. The pre-ovulatory LH surge induces *Cited4* expression in cumulus and granulosa cells and this expression is required for cumulus-oocyte complex expansion and ovulation. Regulates histone acetylation in the promoters of the LH-induced target genes as a histone acetyltransferase in mouse granulosa cells undergoing luteinization after the ovulatory LH surge (90).
*Gm13152*	Zinc finger protein 982	−1.09	Expressed in mouse fetal ovary in meiotic prophase, with increasing expression between E12.5 to E16.5 (91). No specific function in adult ovary has been attributed.
*Gm13103*	Predicted gene 13103	−1.11	Highly expressed in adult mouse ovary. Specifically expressed in fully grown oocytes (92)
*Rab3b*	RAB3B, member RAS oncogene family	−1.15	A marker for regulated secretion, expressed in cells with a high activity of regulated exocytosis. In the pituitary, Rab3b is essential for GnRH-regulated exocytosis in gonadotrophs (93). In the sheep ovary, Rab3b has been co-localized with oxytocin to the same luteal staining granules of the corpus luteum during the luteal phase of the estrous cycle (94)
*Rab6b*	RAB6B, member RAS oncogene family	−1.53	Controls retrograde transport from the Golgi body to the endoplasmic reticulum and is predominantly expressed in neuronal cells (95, 96).
*Gm6166*	Predicted gene 6166	−1.81	Fatty acid-binding protein, epidermal-like. Non-protein coding.
*Myh6*	Myosin, heavy polypeptide 6, cardiac muscle, alpha	−2.05	Involved in protein dimerization activity. Overexpressed in the ovaries of 5α-dihydrotestosterone treated rats, mimicking the hyperandrogenic state in women with polycystic ovarian syndrome (97).

### Onset of Puberty and Breeding Capacity

Changes in the availability of acyl ghrelin have been implicated in the timing of puberty onset (99, 100). We therefore examined if the deletion of GOAT and thus an absence of acyl ghrelin affected the onset of puberty in our study. Mice (*n* = 7–8 per group) were inspected daily, beginning at postnatal day (P)25, to determine the day of vaginal opening (a physical marker of puberty onset). When vaginal opening occurred, mice were weighed and left undisturbed until adulthood. It has been previously reported that GOAT KO mice are capable of breeding normally (37), but we wanted to test if this capacity was affected in our housing facility. We therefore also evaluated historic breeding records from Monash Animal Research Platform of 15 WT and 16 GOAT KO females ranging between 2.5 and 6 months of age at first mating, that were continuously mated for 3–5 months with WT and GOAT KO male studs, respectively. Breeding success was indicated by the mean number of pups per litter per dam, as well as by the mean number of pups in the first litter, since C57/Bl6 dams have been shown to have a higher pup mortality rate in their first than in subsequent litters (101).

### Statistical Analysis

In addition to the analysis of RNA sequencing data described above, we used Student's unpaired *t*-tests for the assessment of ovarian morphometry, RT^2^ PCR array, puberty onset, and breeding data between GOAT KO and WT mice. We also used Pearson's correlation analysis to assess the relationship between RT^2^ PCR array and RNA sequencing fold changes. Data are presented as the mean ± SEM. Statistical significance was assumed when *p* ≤ 0.05.

## Results

### Juvenile GOAT KO Mice Have a Reduced Number of Ovarian Follicles (Per mm^3^)

Body weights in the juvenile phase were not affected by the absence of GOAT (data not shown). However, the juvenile GOAT KO mice had a significant reduction in their small follicle numbers per mm^3^ of ovarian tissue, such that GOAT KO mice had a reduction of more than 50% in the number of primordial [*t*_(_7) = 2.52, *p* = 0.039, Figures 1A,D] and early primary follicles [*t*_(_7) = 2.72, *p* = 0.029, Figures 1A,D; expressed per mm^3^], compared to age-matched WT controls. There were no differences in the numbers of large healthy follicles or atretic follicles (Figures 1B,C; expressed per mm^3^).

**Figure 1:**
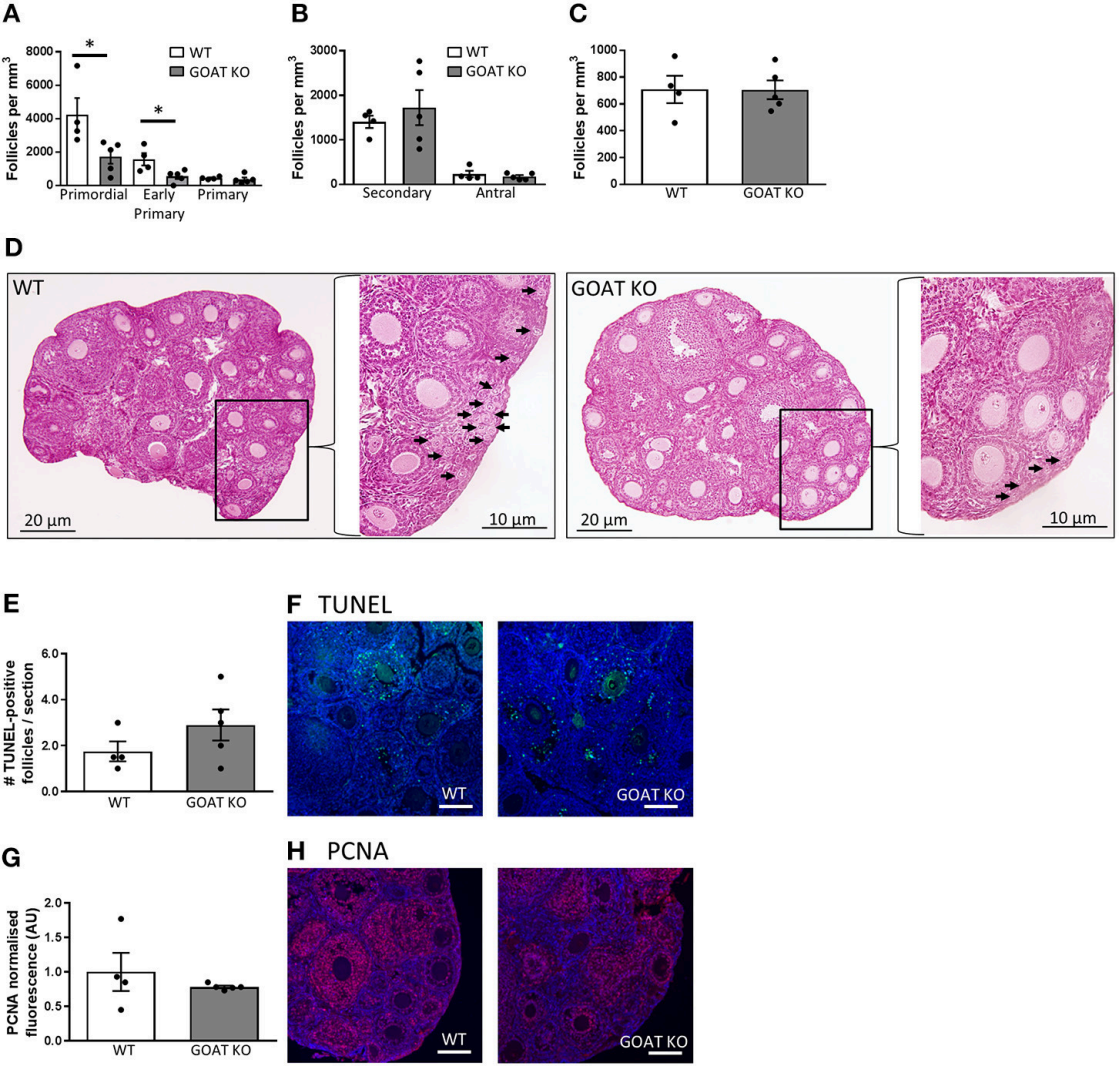
Effects of GOAT deletion on ovarian follicles in juvenile mice. **(A)** Small follicle; **(B)** Large follicle; and **(C)** Atretic follicle counts in the ovary of juvenile GOAT KO and WT mice. Follicle numbers are expressed per mm^3^ of ovarian tissue. Panel **(D)** shows morphological representation of H and E stained juvenile WT and GOAT KO ovary. Black arrows in inserts at higher magnification indicate small follicles (i.e., primordial, early primary and primary) in ovarian cortical region. Scale bars = 20 μm in low and 10 μm in high magnification images. **(E)** Number of TUNEL-positive follicles in the ovary of juvenile GOAT KO and WT mice. **(F)** Representative images of TUNEL-positive staining (green) in the juvenile ovary. **(G)** Normalized mean fluorescence intensity of proliferating cell nuclear antigen (PCNA) staining in juvenile GOAT KO and WT ovaries. **(H)** Representative images of PCNA staining (red) in the juvenile ovary. Scale bars = 50 μm. Data are expressed as mean ± SEM. *p < 0.05.

Consistent with a lack of differences in large healthy and atretic follicles, there were no significant differences in the number of TUNEL-positive follicles between WT and GOAT KO mice, in the juvenile phase (Figures 1E,F). TUNEL-positive granulosa cells were primarily expressed in large follicles (i.e., secondary and antral), consistent with previous studies showing that the current commonly used apoptotic markers are unable to detect primordial and primary follicle atresia and therefore follicle counts provide the most accurate assessment of primordial and primary follicle loss (102, 103). PCNA, a marker of follicle growth, was also highly expressed in the granulosa cells and oocytes of large follicles and some primary follicles, as previously described (104), with no differences in PCNA expression between juvenile WT and GOAT KO mice ovaries (Figures 1G,H).

### Juvenile GOAT KOs Have Differences in the Ovarian Transcriptome Compared to WT Mouse Ovaries

Since reliable markers of apoptosis and proliferation in the small follicle population remain to be developed, we assessed if the reduction in the follicle numbers was associated with changes in ovarian genes and pathways related to reproduction. 

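Ovarian RNA of 4 WT and 4 GOAT KO mice, 3 weeks old, was sequenced as single reads, 1 library per mouse. GOAT is ghrelin-O-acyltransferase, the enzyme that acylates ghrelin and the product of the gene Mboat4. The authors aligned the cleaned reads to the mouse genome (mm10, GRCm38) with TopHat, counted the reads on each known gene, and deposited these counts per gene symbol without normalization. They also deposited the splice junctions of each library and the transcripts that StringTie assembled from it. The paper's text does not name the counting tool or say whether the strand was used. Reads on overlapping genes or near-identical copies can thus be split between them or left out of the counts. The counts cover 45583 gene symbols. They sum to 16147216, 18063853, 18083556 and 18477277 in WT 1118, 1119, 1120 and 1121, with a median of 18073704.5, and to 16757278, 16376035, 19481798 and 17302693 in GOAT KO 1139, 1140, 1141 and 1146, with a median of 17029985.5. All CPM and log2 fold changes at the paper's statements come from these counts, scaled by edgeR's TMM normalization, and fold changes are of GOAT KO over WT. Genes were kept by edgeR's filterByExpr, which with all 8 libraries asks for at least 0.566 CPM in at least 4 libraries and 15 counts in all. Gene positions are those of GRCm38.
The paper left out 1 library of each group because they did not cluster with their group on the scaling plot, and its text does not name them. Figure 2A plots 3 libraries of each group. The GOAT KO points match the read totals within 70000 reads when GOAT KO 1139 is left out, and no other choice comes within the 400000 reads allowed. The WT points match within 68000 reads without WT 1120, within 217000 without WT 1119 and within 389000 without WT 1121, so that they fix no single set. For that reason the main tests use all 8 libraries. The log2 fold changes of Table 1, compared after their values were seen, do fix a set. Without WT 1120 and GOAT KO 1139, the 20 values differ from the paper's by at most 0.0103, with a root mean square difference of 0.00555. The next closest set, without WT 1120 and GOAT KO 1146, differs by 0.385 on the same measure, and all 8 libraries by 0.481. Values are given first over the 6 libraries so identified and then over all 8.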

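*Mboat4*, the gene deleted in GOAT KO mice, lies on chromosome 8 from 34115030 to 34125182, + strand. Its counts were 1, 1, 1 and 3 in WT 1118, 1119, 1120 and 1121, and 5, 7, 7 and 8 in GOAT KO 1139, 1140, 1141 and 1146. In the paper's 6 libraries this was 0.0937 ± 0.0606 CPM (SD, n = 3) in WT and 0.417 ± 0.0541 CPM (SD, n = 3) in GOAT KO, and over all 8 it was 0.0840 ± 0.0531 CPM (SD, n = 4) and 0.388 ± 0.0736 CPM (SD, n = 4). Every library labelled GOAT KO had more *Mboat4* reads than every library labelled WT (two-sided exact permutation test over the 8 libraries, p = 0.0286, the smallest p that 4 against 4 allow). Of the 33 reads, 81.8% fell in the libraries labelled GOAT KO (exact 95% binomial interval 64.5% to 93.0%, which covers counting error alone). The gene was under the filter on low counts. No library had a read across a splice junction within *Mboat4*, so the counts do not show which part of the gene was read. The direction of *Mboat4* goes against the labels, and the libraries are therefore named as labelled WT or labelled GOAT KO. Every direction given for GOAT KO rests on these labels.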

We thus performed RNA sequencing, characterizing the ovarian transcriptome of juvenile GOAT KO compared to WT mice. The counts of reads mapped to each known gene are summarized (Figure 2A). 

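The deposited summary gives 26599628, 29299612, 29048705 and 29668303 reads for WT 1118, 1119, 1120 and 1121, and 26750180, 26399384, 31228745 and 27758644 for GOAT KO 1139, 1140, 1141 and 1146. In the 6 libraries that match Figure 2A and Table 1, between 85.92% and 87.02% of reads mapped to the genome, and WT 1120 (86.82%) and GOAT KO 1139 (86.86%), which the paper left out, lay within that range. Over all 8 libraries the mapped share was 86.4% ± 0.397 (SD, n = 4) in those labelled WT and 86.8% ± 0.153 (SD, n = 4) in those labelled GOAT KO. The two-sided exact permutation test did not separate the groups (p = 0.114, where 0.0286 is the smallest possible). Reads on a single gene made up 60.7% to 62.64% of all reads, and these reads are the gene counts tested here. Reads that mapped outside known genes made up 10.02% to 11.39%. Mapped reads in neither class are not in the counts. For total reads no difference between the groups was detectable either (exact permutation test, p = 0.686). The 10 genes with most reads took 2.58% to 2.86% of the counts of each library.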

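With edgeR's quasi-likelihood test, 398 of 16641 genes had an unadjusted p under 0.05 and an absolute log2 fold change over 0.5 in the 6 libraries that match Table 1, 219 of them higher and 179 lower in the libraries labelled GOAT KO. Adding WT 1120 and GOAT KO 1139 left 278 of 16601 genes, 159 higher and 119 lower. The 2 sets share 189 genes, all changed in the same direction. At an unadjusted p under 0.05, 1574 genes passed with the 6 libraries, where 832 would pass by chance, and 767 with all 8, where 830 would. After Benjamini-Hochberg adjustment over all genes tested, 20 genes had an adjusted p under 0.05 with the 6 libraries and 4 with all 8. These 4 were in both sets. *Dab1*, which encodes a reelin adaptor protein (chromosome 4 from 103619359 to 104744844, + strand), had 0.996 ± 0.104 CPM (SD, n = 3) in WT and 6.33 ± 1.81 CPM (SD, n = 3) in GOAT KO, with 0.988 in WT 1120 and 6.94 in GOAT KO 1139. Its log2 fold change was 2.67 (SE 0.26, adjusted p = 0.00163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.70 (SE 0.21, adjusted p = 0.000487 from the same test) with all 8 libraries. The other 3 were *Gm6166*, *Leprotl1* and *Scp2*. *Scp2*, a sterol carrier protein gene on chromosome 4 from 108043839 to 108144998, had a log2 fold change of 0.43 with the 6 libraries and 0.46 with all 8 (SE 0.057, adjusted p = 0.0299 from the same test). Among genes whose GOAT KO libraries all lay on one side of all WT libraries, *Spocd1*, *Cldn10* and *Ltbp1* had the next smallest p values among the higher genes. *Cldn10* and *Ltbp1* had log2 fold changes of 0.90 and 0.35 with the 6 libraries and 0.87 and 0.40 with all 8. *Dctn6* and *Samd9l* followed among the lower genes, with -0.40 and -0.50 and then -0.44 and -0.44. The filter on low counts moved the number of genes most. Without it, 691 of 27459 genes passed with all 8 libraries and 707 of 26798 with the 6. DESeq2 gave 249 genes with the 6, 134 higher and 115 lower. Leaving out WT 1120 alone gave 437 genes.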

Differential expression analysis for estimating differences in transcripts across groups identified 14,573 genes, with a significant difference in the expression of 252 genes of at least 1-fold change (−0.5 < logFC < 0.5), *p* < 0.05. 

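The 20 genes of Table 1 all had the paper's direction in the 6 libraries that match the table, with log2 fold changes from -2.05 for *Myh6* to 2.75 for *Gm10036*. All 20 had an unadjusted p under 0.05, the largest being 0.0152 for *Gm5620*. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 20 had an adjusted p under 0.05 when adjusted over the list alone, and 9 when adjusted over all genes tested. The paper chose the list on these libraries, so the first count is not independent evidence. The 9 genes were *Gm10036*, *Grik3* and *Spocd1*, higher in the libraries labelled GOAT KO, and *Leprotl1*, *Dcdc2b*, *Gm13103*, *Rab6b*, *Gm6166* and *Myh6*, lower in them. With WT 1120 and GOAT KO 1139 added, all 20 directions stayed, 16 genes had an unadjusted p under 0.05, 16 passed when adjusted over the list alone, and 2, *Leprotl1* and *Gm6166*, when adjusted over all genes.
The 4 genes that no longer passed were *Cyp19a1*, *Drd4*, *Gm13152* and *Rab6b*. *Drd4* (chromosome 7 from 141292006 to 141296464, + strand) had 1.31 ± 0.215 CPM (SD, n = 3) in WT and 2.72 ± 1.01 CPM (SD, n = 3) in GOAT KO, and 7.19 CPM in WT 1120 and 3.05 in GOAT KO 1139. Its log2 fold change was 1.05 (SE 0.29) with the 6 libraries and 0.0025 (SE 0.55) with all 8, and it was negative in 5 of the fits that left out 1 library and 1.09 without WT 1120. *Rab6b* (chromosome 9 from 103111787 to 103185276, + strand) had 9.57 ± 0.742 CPM (SD, n = 3) in WT and 3.30 ± 1.39 CPM (SD, n = 3) in GOAT KO, with 8.23 in WT 1120 and 12.8 in GOAT KO 1139, and its log2 fold change went from -1.53 to -0.71, or -1.48 without GOAT KO 1139 alone. *Gm13152*, which has no position in the annotation used, went from -1.10 to -0.61, or -0.39 without GOAT KO 1141 alone. *Gm10036*, a processed pseudogene on chromosome 18 from 15832794 to 15833327 that the paper lists as a copy of ribosomal protein L11, had 2.18 ± 0.143 CPM (SD, n = 3) in WT and 14.6 ± 2.43 CPM (SD, n = 3) in GOAT KO, 3.24 CPM in WT 1120 and 1.675 CPM in GOAT KO 1139. Reads of the pseudogenes *Gm10036*, *Gm15421*, *Gm5620* and *Gm6166* can be shared with their parent genes *Rpl11*, *Rpl22l1*, *Tuba1b* and *Fabp5*. The log2 ratio of the summed CPM of pseudogene and parent over all 8 libraries was 0.91, 0.33, 0.27 and -0.21, against 2.22, 0.85, -0.93 and -1.86 for the pseudogenes alone. Of the 20 genes, at least 7 lie on chromosome 4 between 100 and 150 Mb (*Grik3*, *Spocd1*, *Hspb7*, *Rab3b*, *Cited4*, *Dcdc2b* and *Gm13103*). *Gm13152*, without a position, could not be placed.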

A summary of the RNA sequencing results and the distribution of differentially expressed genes (DEGs) are presented in Figures 2B,C. The top ten over- and under-expressed genes in the ovaries of GOAT KO mice are presented in Table 1 along with a summary of their known functions. These DEGs included several genes associated with major biological processes and functions regulating reproductive development. For instance, *Grem1, Cyp19a, Inhba*, and *Sohlh1* play a critical role in folliculogenesis. 

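*Grem1* (chromosome 2 from 113746164 to 113758646, − strand), which encodes an antagonist of bone morphogenetic proteins, had 4.63 ± 0.621 CPM (SD, n = 3) in WT and 14.1 ± 7.85 CPM (SD, n = 3) in GOAT KO over the paper's 6 libraries, with 5.87 in WT 1120 and 6.04 in GOAT KO 1139. The log2 fold change of *Grem1* was 1.60 (SE 0.35), and 1.29 (SE 0.37) with all 8 libraries, where it was 0.82 without GOAT KO 1146 and every library labelled GOAT KO lay above every library labelled WT (two-sided exact permutation test, p = 0.0286, the smallest possible). *Inhba* (chromosome 13 from 16011851 to 16031621, + strand), the inhibin beta A gene, had 71.3 ± 22.2 CPM (SD, n = 3) and 183 ± 72.6 CPM (SD, n = 3), with 179.9 in WT 1120 and 211 in GOAT KO 1139. For *Inhba* the log2 fold change was 1.36 (SE 0.28) with the 6 libraries and 0.95 (SE 0.36) with all 8, where the exact permutation test gave p = 0.0571. *Sohlh1* (chromosome 2 from 25842995 to 25847248, − strand), an oocyte transcription factor gene, had 2.14 ± 0.689 CPM (SD, n = 3) and 4.53 ± 1.45 CPM (SD, n = 3), with 2.09 in WT 1120 and 1.97 in GOAT KO 1139. *Sohlh1* had a log2 fold change of 1.08 (SE 0.28) and 0.87 (SE 0.32), with p = 0.114 in the exact permutation test over all 8 libraries, where it was 0.54 without GOAT KO 1141.
*Cyp19a1*, the aromatase gene (chromosome 9 from 54165937 to 54268110, − strand), had 7.11 ± 2.37 CPM (SD, n = 3) in WT and 18.7 ± 12.4 CPM (SD, n = 3) in GOAT KO. The libraries the paper left out had the highest values, 65.0 CPM (1184 counts) in WT 1120 and 45.2 CPM (755 counts) in GOAT KO 1139. The log2 fold change was 1.39 (SE 0.43) with the 6 libraries and 0.22 (SE 0.77) with all 8, where the groups could not be separated (exact permutation test, p = 0.771). Left-out libraries moved it between -0.21 without GOAT KO 1139 and 1.82 without WT 1120. After Benjamini-Hochberg adjustment over all genes, the adjusted p of edgeR's quasi-likelihood test was 0.236 for *Grem1*, 0.198 for *Inhba*, 0.339 for *Sohlh1* and 0.422 for *Cyp19a1* with the 6 libraries, and at least 0.983 for each with all 8.

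**Figure D2:**
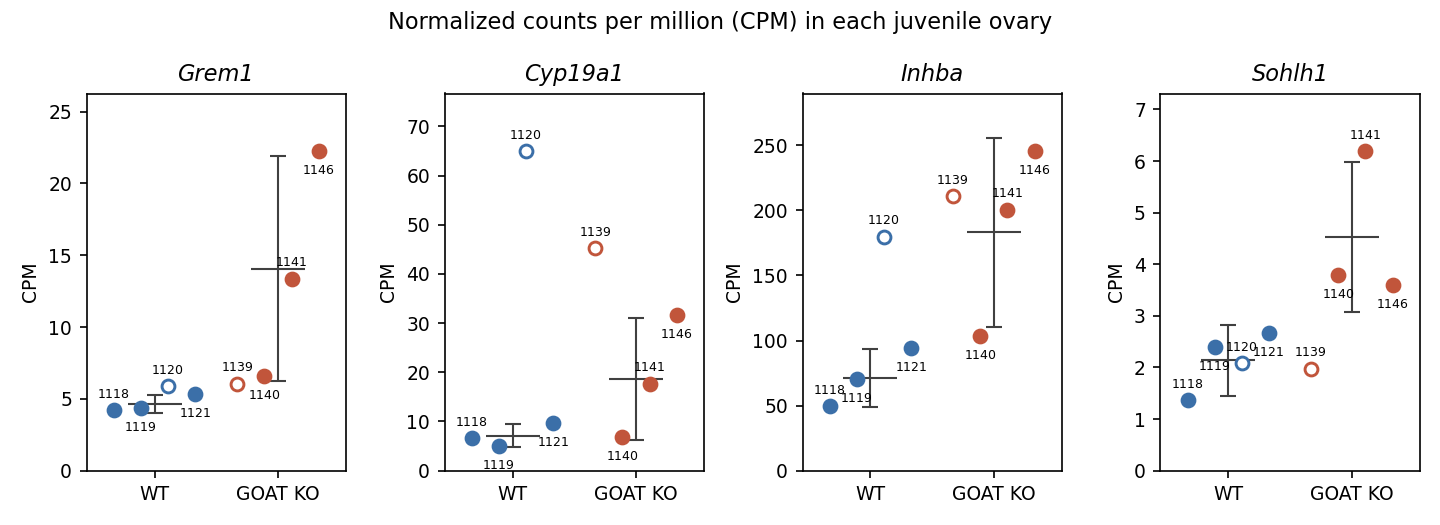
TMM-normalized CPM (y axis, from 0) of Grem1, Cyp19a1, Inhba and Sohlh1 in each library labelled WT (blue) or GOAT KO (red). Filled points are the paper's 6 libraries, open points are WT 1120 and GOAT KO 1139, and bars show the mean ± SD of the 3 filled points of each group. For Cyp19a1 the open points lie above all filled ones, at 65.0 and 45.2 CPM.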

*Grem1*, regulates primordial to primary follicle transition. *Sohlh1*, is required for oogenesis and is essential for primordial follicle activation. *Inhba* expression is associated with follicular growth, regulating cell proliferation, and follicle stimulating hormone (FSH) action in the ovary. *Cyp19a1*, encodes aromatase cytochrome P450, catalyzing a critical step in ovarian estrogen biosynthesis (71, 72, 81, 105).

**Figure 2:**
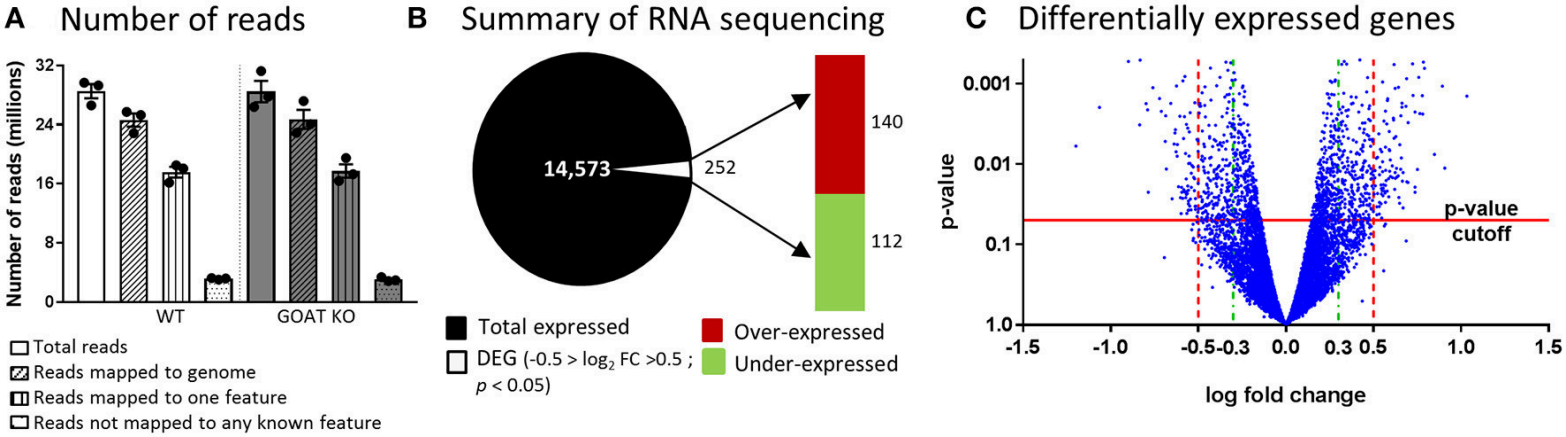
RNA sequencing analysis of ovaries from juvenile GOAT KO versus WT mice. **(A)** Summary of number of reads and their mapping to genome. **(B)** Summary of RNA sequencing. Total number of identified transcripts are presented as black and differentially expressed genes (DEGs; −0.5 > logFC > 0.5; *p* < 0.05) are presented as white. The red bar represents the number of over-expressed transcripts and the green bar represents the number of under-expressed transcripts in the ovaries of juvenile GOAT KO mice. **(C)** Volcano plot for differentially expressed genes, where the *p*-value (Y axis) is plotted against the log fold change (X axis). *p*-value cutoff of 0.05 is represented by horizontal red line. Log fold change filters are represented by vertical dashed lines. Red dashed lines represent a filter set to ±0.5 that was used to test for over-representation of Gene Ontology terms and for pathway enrichment analysis. Green dashed lines represent a filter set to ±0.3, for the analysis using the Ingenuity Pathway Analysis (IPA) platform.

DEGs were annotated by association with three GO term categories: biological process, molecular function and cellular component. The top 22 GO terms for each category are presented in Figure 3. These included biological processes regulating reproduction, particularly its positive regulation; immune response (e.g., *defense response, regulation of immune system process, positive regulation of antigen processing and presentation, myeloid leukocyte migration, innate immune response*); cell signaling and transport, and others (Figure 3A).

**Figure 3:**
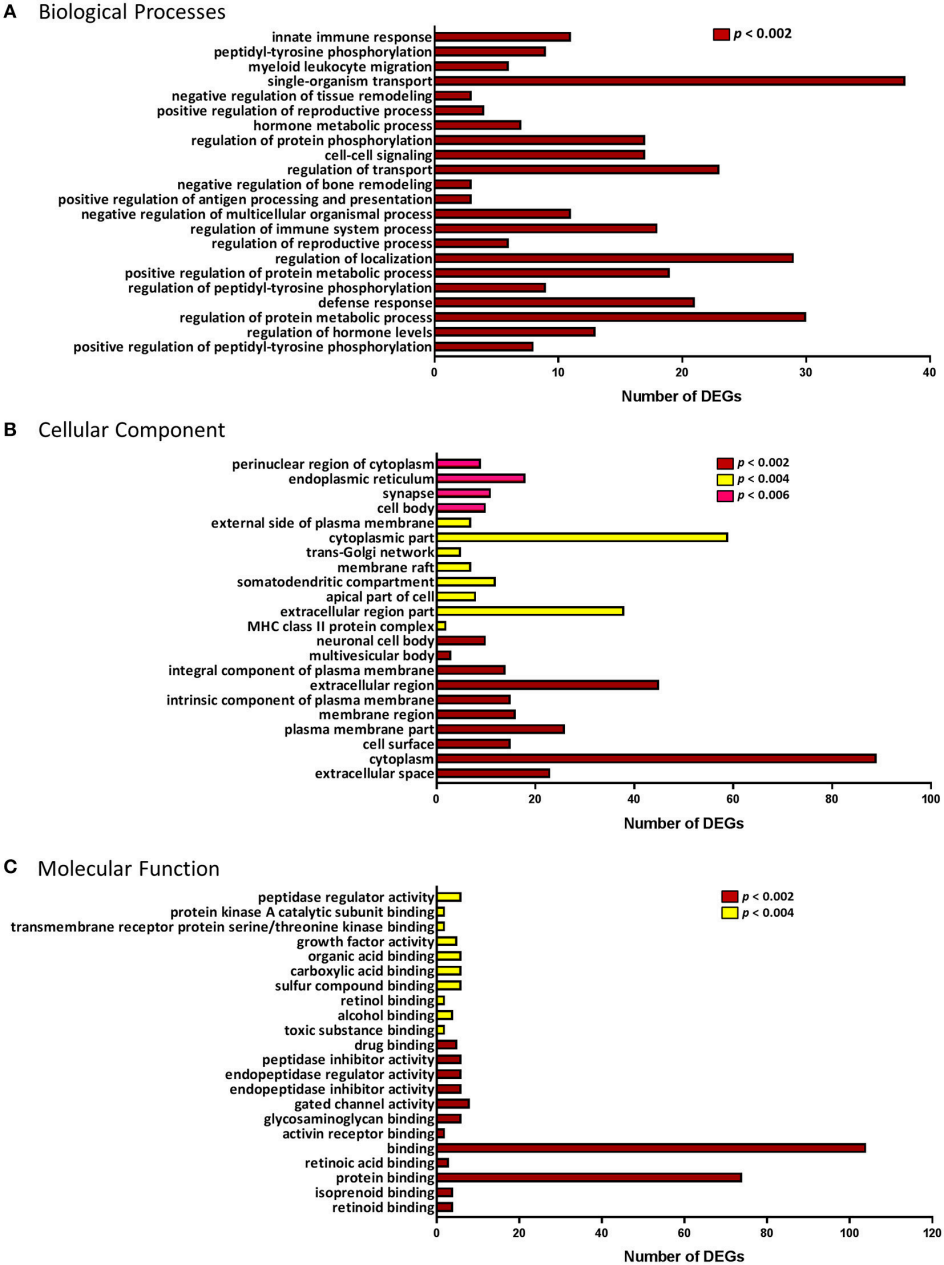
Gene Ontology (GO) enrichment analysis of the differentially expressed genes. GO terminology and the number of differentially expressed genes (DEGs) associated with each of the three categories: **(A)** Biological processes. **(B)** Cellular Component. **(C)** Molecular Function. *p*-value for over-representation of GO terms in DEGs is represented by: red, *p* < 0.002; yellow, *p* < 0.004; and pink, *p* < 0.006.

In the ontology of cellular component, GO categories of *extracellular space, plasma membrane, trans-Golgi network*, and *major histocompatibility complex (MHC) class II protein complex*, were among the most significant overrepresented GO terms in the DEGs (Figure 3B). 

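A list of 11 MHC class II genes was tested as a set, since no GO database was used here. Of these, 7 were expressed above the filter. Their median log2 fold change was -0.56 in the paper's 6 libraries, all 7 lower in the libraries labelled GOAT KO (adjusted p = 0.00194 over the 14 lists tested, from limma's camera with a preset correlation of 0.01). With the correlation estimated from these libraries (0.783), the unadjusted p of the test was 0.223. All 8 libraries gave a median of -0.073, with 5 of 7 genes lower (adjusted p = 0.535 from camera). *H2-Ab1* (chromosome 17 from 34257689 to 34269419, + strand), which the paper's Table 2 lists, had 6.88 ± 2.22 CPM (SD, n = 3) in WT and 4.24 ± 0.854 CPM (SD, n = 3) in GOAT KO, with 4.12 in WT 1120 and 12.4 in GOAT KO 1139. Its log2 fold change was -0.69 (SE 0.24, adjusted p = 0.452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with the 6 libraries and 0.025 (SE 0.39) with all 8. *Cd74*, the invariant chain gene, went from -0.56 (SE 0.30) to -0.13 (SE 0.33). Without WT 1118 the median of the list was 0.20, and without GOAT KO 1139 it was -0.38. Leaving out these libraries moved *H2-Ab1* to 0.25 and -0.54, and *Cd74* to 0.20 and -0.43.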

Molecular functions, such as *retinoid binding, activin receptor binding, endopeptidase/peptidase regulator and inhibitor activity* and *growth factor activity* were among the top 22 most significant GO terms (Figure 3C). 

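The 30 genes that Table 2 lists under its Reactome and KEGG pathways were all tested. In the paper's 6 libraries 23 of them had an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, 11 higher and 12 lower in the libraries labelled GOAT KO. After adding WT 1120 and GOAT KO 1139, 7 passed, 4 higher and 3 lower. None had an adjusted p under 0.05 over all genes tested in either set of libraries. Of the 14 genes in the immune pathways of that table, 9 were lower and 12 passed with the 6 libraries, and 8 were lower and 3 passed with all 8. *Ctss* had a log2 fold change of -0.55 (SE 0.17) and then -0.49 (SE 0.14), *Tlr7* -0.57 and then -0.44, *Trem2* -0.54 and then -0.52, and *Itgb2* -0.56 and then -0.36. *C8g* was higher, with 0.59 (SE 0.21) and then 0.38 (SE 0.20). Their signs stayed when any single library was left out, but *Itgb2* was at -0.12 without WT 1118 and *C8g* at 0.25 without GOAT KO 1141. The pathway databases were not used here, so the enrichments themselves were not recomputed.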

Using enrichment analysis for Reactome and KEGG pathways we identified several pathways involved in the immune response and cell signaling. Pathway enrichment results are summarized in Table 2.

**Table 2:** Pathway enrichment analysis according to Reactome and Kyoto Encyclopedia of genes and Genomes (KEGG).

**Pathway**	**ID**	**Statistics**	**Annotated genes**
**(A) ENRICHED REACTOME PATHWAYS**			
Neuronal System	5604671	GeneRatio = 6/55; BgRatio = 237/6,598; *p*-value = 0.013; p.adjust = 0.121	*Kcnab3, Kcnn3, Camkk1, Gls2, Gabrb1, Kcnmb2*
Immune System	5604803	GeneRatio = 14/55; BgRatio = 1007/6,598; *p*-value = 0.033; p.adjust = 0.150	*Prkar2b, C3, Sh3gl2, Fbxo44, Kif5a, Ctss/H2-Ab1, Peli3, C8g, Trem2, Il6ra, Tlr7, Itgb2, Cd74*
Adaptive Immune System	5604808	GeneRatio = 8/55; BgRatio = 552/6,598; *p*-value = 0.085; p.adjust = 0.193	*C3, Sh3gl2, Fbxo44, Kif5a, Ctss, H2-Ab1, Itgb2, Cd74*
Hemostasis	5605036	GeneRatio = 7/55; BgRatio = 460/6,598; *p*-value = 0.086; p.adjust = 0.193	*Prkar2b, Igf2, Kif5a, H3f3a, Serpinc1, Itgb2, Kcnmb2*
Innate immune system	5604802	GeneRatio = 7/55; BgRatio = 487/6,598; *p*-value = 0.108; p.adjust = 0.194	*Prkar2b, C3, Ctss, C8g, Trem2, Tlr7, Itgb2*
**(B) ENRICHED KEGG PATHWAYS**			
Drug metabolism—cytochrome P450	mmu00982	GeneRatio = 4/58; BgRatio = 29/3,997; *p*-value < 0.001; p.adjust < 0.05	*Gsta2, Gsta4, Fmo1, Adh1*
Retinol metabolism	mmu00830	GeneRatio = 3/58; BgRatio = 15/3,997; *p*-value < 0.01; p.adjust < 0.05	*Adh1, Lrat, Cyp26b1*
Complement and coagulation cascades	mmu04610	GeneRatio = 4/58; BgRatio = 35/3,997; *p*-value < 0.01; p.adjust < 0.05	*Serpina5, C3, C8g, Serpinc1*
Systemic lupus erythematosus	mmu05322	GeneRatio = 4/58; BgRatio = 37/3,997; *p*-value < 0.01; p.adjust < 0.05	*C3, H2-Ab1, H3f3a, C8g*
*Staphylococcus aureus* infection	mmu05150	GeneRatio = 3/58; BgRatio = 21/3,997; *p*-value < 0.01; p.adjust < 0.05	*C3, H2-Ab1, Itgb2*
Metabolism of xenobiotics by cytochrome P450	mmu00980	GeneRatio = 3/58; BgRatio = 25/3,997; *p*-value < 0.01; p.adjust < 0.05	*Gsta2, Gsta4, Adh1*

GeneRatio: ratio between the number of DEGs in the pathway and the number of DEGs. BgRatio: ratio between the number of genes in the pathway and the total examined background of genes. p.adjust: p-value for hypergeometric test adjusted for Benjamini–Hochberg correction.

### Ingenuity Pathway Analysis of DEGs From Juvenile GOAT KO and WT Mice

Using IPA, we found several canonical pathways were affected by GOAT deletion. 

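Of 35 listed complement genes, 28 were tested. Their median log2 fold change was -0.10 in the paper's 6 libraries, 12 higher and 16 lower in the libraries labelled GOAT KO (adjusted p = 0.335 over 14 lists, from limma's camera), and -0.023 with all 8 (13 higher and 15 lower, adjusted p = 0.541). The set did not pass the test in either case. *C3* (chromosome 17 from 57203970 to 57228136, − strand) had 27.6 ± 6.00 CPM (SD, n = 3) in WT and 45.6 ± 10.5 CPM (SD, n = 3) in GOAT KO, with 44.3 in WT 1120 and 185 in GOAT KO 1139. *C3* had a log2 fold change of 0.73 (SE 0.18, adjusted p = 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.34 (SE 0.47) with all 8 libraries. Without GOAT KO 1139 alone the value was 0.52. In that library genes of fat cells were also high. A list of 18 leukocyte genes, 17 of them tested, was lower in the libraries labelled GOAT KO, with all 17 genes below 0 and a median of -0.33 with the 6 libraries (adjusted p = 1.30e-06 from camera) and -0.25 with all 8 (adjusted p = 2.23e-08), where it was -0.17 without WT 1118. With the correlation between these genes estimated from the libraries, the unadjusted p was 0.156 with the 6 and 0.0678 with all 8. Over the 14 lists, 8 passed an adjusted camera p under 0.05 with the 6 libraries and 6 with all 8, and none did with the estimated correlation.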

The most common of these pathways were those involved in the immune response [*Complement System*, interleukin (*IL*)*-6 Signaling, Dendritic Cell Maturation, Acute Phase Response Signaling*; Figure 4, Supplementary Table 1], similar to the results of the pathway enrichment analysis for Reactome and KEGG pathways, as described above.

**Figure 4:**
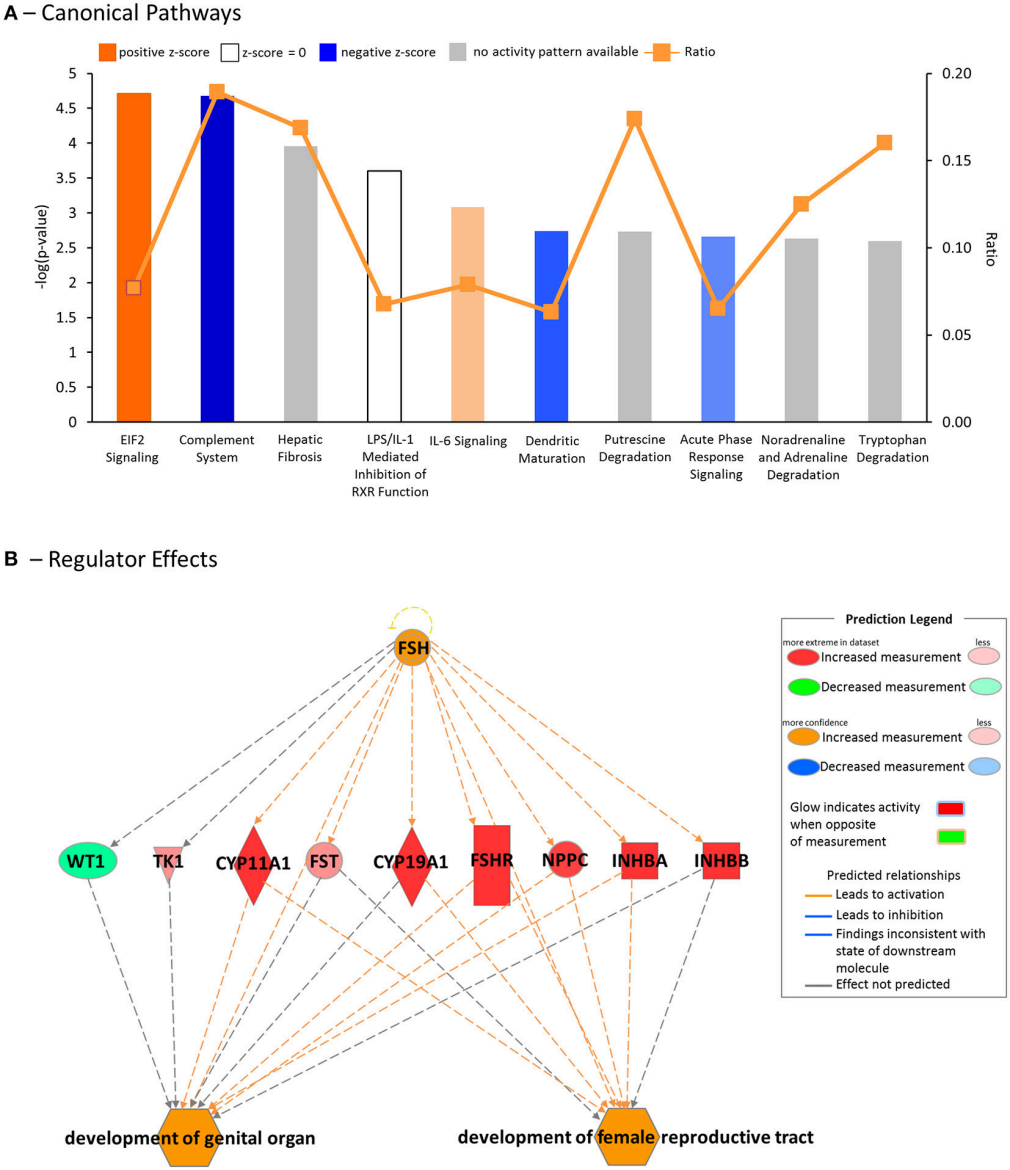
Downstream effects and upstream regulators, as predicted by the Ingenuity Pathway Analysis (IPA) platform. **(A)** Top canonical pathways affected by GOAT deletion. **(B)** Regulator Effects analysis, featuring the top predicted upstream regulator, Follicle Stimulating Hormone (FSH), its connection to the differentially expressed genes (DEGs) in the dataset and their influence on the top biological functions, likely to be affected by GOAT deletion.

DEGs between the GOAT KO and WT juveniles were found to be mostly related to diseases and disorders associated with inflammation (*Inflammatory Disease*, Fisher's Exact Test *p*-value range = 1.28E-03 to 1.81E-10, 112 molecules; *Inflammatory Response, p*-value range 1.20E-03 to 1.37E-09, 133 molecules) and organismal injury (*Organismal Injury and Abnormalities, p*-value range 1.32E-03 to 1.81E-10, 456 molecules; *Connective Tissue Disorders, p*-value range 1.00E-03 to 1.81E-10, 111 molecules), as well as to contribute to *Organismal Development* (*p*-value range 1.30E-03 to 2.90E-07, 166 molecules). This latter biological process included 26 functions associated with *Reproductive System Development and Function*. 

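Table 3 prints 53 gene symbols with an arrow for the direction of change in GOAT KO. Of these, 49 match a symbol of the count table apart from letter case, and all 49 were tested. In the paper's 6 libraries all 49 moved as their arrow shows, and 44 did so with an unadjusted p under 0.05 and an absolute log2 fold change over 0.3. When WT 1120 and GOAT KO 1139 were added, 46 moved as their arrow shows and 20 passed the same threshold. *H2-Ab1*, *Pip5k1b* and *Stc1* moved against their arrow. None of the 49 had an adjusted p under 0.05 over all genes tested in either set of libraries, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The symbols *C14orf39*, *Ctfr*, *Il6r* and *Khdc3l* have no match. The arrows were drawn from these libraries, so the tally is not independent evidence. The z-scores were not recomputed.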

The functions in this category with an absolute z-score of >1 are presented in Table 3.

**Table 3:** Top functions associated with Reproductive System Development and Function, identified by Ingenuity Pathway Analysis platform.

**Diseases or function annotation**	***p*-value**	**Activation z-score**	**Genes and their direction of change**	**# Genes**
Development of genital organ	0.001	2.226	↓*Bmp7*, ↓*C14orf39*, ↑*Cyp11a1, ↑Cyp19a1, ↓Cyp26b1, ↑Dnah9, ↓Dnajc19, ↑Dnd1, ↑Fads2, ↑Fkbp6, ↑Fshr, ↑Fst, ↓H3f3a, ↑Inhba, ↑Inhbb, ↑Mael, ↑Mcmdc2, ↑Mov10l1, ↓Ngf, ↑Nppc, ↑Piwil2, ↓Serpina5, ↑Smc1b, ↑Sohlh1, ↓Sox9, ↓Stra6, ↑Tarbp2, ↑Tbpl2, ↑Tk1, ↑Ubb, ↓Wt1, ↓Zmynd15*	32
Development of female reproductive tract	0.001	2.113	*↑Cyp11a1, ↑Cyp19A1, ↑Fads2, ↑Fshr, ↑Fst, ↑Inhba, ↑Inhbb, ↓Ngf, ↑Nppc, ↑Sohlh1, ↓Stra6, ↑Tbpl2, ↑Ubb*	13
Quantity of antral follicle	< 0.001	1.342	*↓Bmp7, ↑Cyp19A1, ↑Inhba, ↓Ngf, ↓Ngfr*	5
Fertility	< 0.001	1.280	*↑Ctfr, ↓Chdh, ↑Cyp19a1, ↓Dio3, ↑Dppa3, ↑Fads2, ↑Fshr, ↓H3f3a, ↓H2-Ab1, ↑Hsd17b1, ↑Inhba, ↑Inhbb, ↑Khdc3l, ↓Kmt2c, ↑Pip5k1b, ↓Rarg, ↑Scara5, ↓Serpina5, ↑Spink13, ↑Srd5a1, ↑Stc1, ↑ Tk1, ↓Wt1*	23
Quantity of gonad	< 0.001	1.173	*↓Bmp7, ↑Cdkn2d, ↑Cftr, ↑Cyp19a1, ↓Cyp26b1, ↑Fads2, ↑Fshr, ↑Hsd17b1, ↑Igf2, ↓Il6r, ↑Inhba, ↑Inhbb, ↑Itpa, ↓Ngf, ↓Wt1*	16
Quantity of ovarian follicle	< 0.001	1.122	*↓Bmp7, ↑Cftr, ↑Cyp19a1, ↑Fads2, ↑Fshr, ↑Hsd17b1, ↑Inhba, ↑Inhbb, ↓Ngf, ↓Ngfr*	10
Estrous cycle	0.001	1	*↑C3, ↑Cftr, ↑Cyp19a1, ↑Fads2, ↑Fshr, ↑Inhba, ↓Ngf, ↓Ngfr*	8
Quantity of corpus luteum	< 0.001	0.896	*↑Cftr, ↑Cyp19a1, ↑Fshr, ↑Hsd17b1, ↑Inhba, ↑Inhbb*	6
Quantity of primary ovarian follicle	< 0.001	−1	*↓Bmp7, ↑Cyp19a1, ↑Fshr, ↓Ngf*	4

*The activation z-score makes predictions by using information about the direction of gene regulation in the dataset. Positive z-score predicts an increase in the biological process or disease, while a negative z-score predicts a decrease (inhibition). −2 ≥ z-score ≥ 2 indicates a significant change. A red up arrow indicates an increase in the dataset; A green down arrow indicates a decrease in the dataset. p < 0.05 indicate a statistically significant, non-random association between a set of genes in the dataset and a related function*.

To gain further insight into the biological impact of DEGs in the dataset, we performed a Regulator Effects analysis. The Regulator Effects algorithm connects potential upstream regulators with DEGs in and downstream functions that are affected in the dataset. This algorithm thus aims to provide a hypothesis that may explain how an upstream regulator affects the downstream gene expression and the impact of this activation or inhibition on biological functions and diseases (64). Upstream regulators were limited to genes, RNAs and proteins, while the diseases and functions category was limited to include the previously identified diseases and disorders associated with inflammation and organismal injury and development (Table 3). A cut-off setting of *p* < 0.05 and an absolute z-score of > 2 were applied. The analysis identified $10 potential regulators. 

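The 9 genes that Table 4 lists as targets of follicle stimulating hormone (FSH) were *Wt1*, *Tk1*, *Cyp11a1*, *Fst*, *Cyp19a1*, *Fshr*, *Nppc*, *Inhba* and *Inhbb*. In the paper's 6 libraries all but *Wt1* were higher in the libraries labelled GOAT KO. All 9 had an adjusted p under 0.05 when adjusted over the list alone, at most 0.0202, and none when adjusted over all genes tested (the smallest 0.144, for *Fshr*), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper took the genes from these libraries, so the list gives no independent evidence. Once WT 1120 and GOAT KO 1139 were added, the directions stayed and 5 genes, *Tk1*, *Fst*, *Fshr*, *Nppc* and *Inhba*, passed over the list alone, at most 0.0423. *Fshr*, the FSH receptor gene (chromosome 17 from 88984952 to 89200675, − strand), had 33.8 ± 1.60 CPM (SD, n = 3) in WT and 54.2 ± 11.0 CPM (SD, n = 3) in GOAT KO, with 42.8 in WT 1120 and 37.0 in GOAT KO 1139. This gave a log2 fold change of 0.68 (SE 0.13), and 0.47 (SE 0.16) with all 8 libraries. *Nppc* went from 0.53 (SE 0.14) to 0.49 (SE 0.12) and *Inhbb* from 0.57 (SE 0.13) to 0.42 (SE 0.24). *Wt1*, *Tk1*, *Cyp11a1* and *Fst* had -0.33, 0.40, 0.48 and 0.34 with the 6 libraries and -0.21, 0.32, 0.28 and 0.36 with all 8. Leaving out WT 1120 alone gave an unadjusted p under 0.05 for all 9 genes, and leaving out WT 1118 alone for 4. Without WT 1118 *Wt1*, *Cyp11a1* and *Inhbb* moved to -0.074, 0.12 and 0.26.

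**Figure D3:**
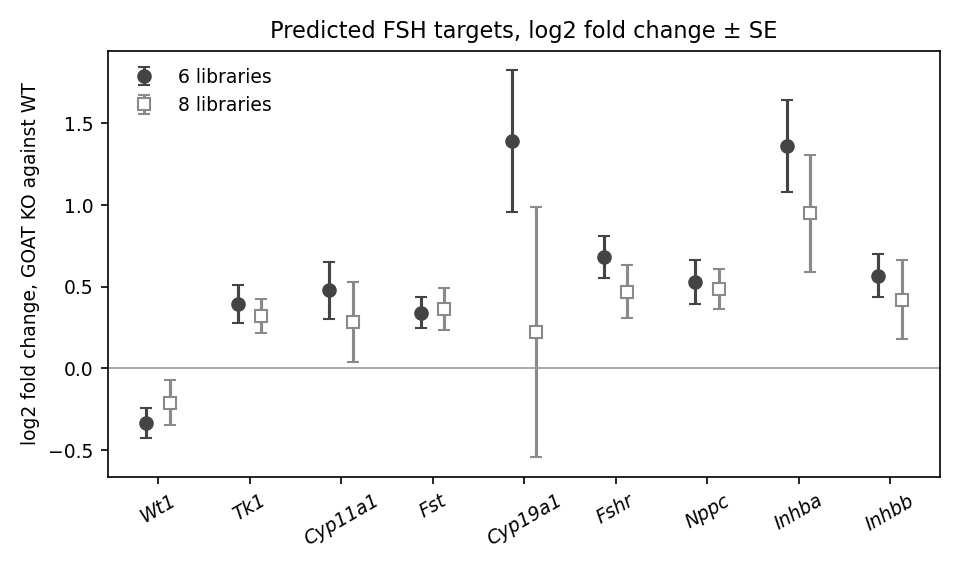
Log2 fold change (y axis) of the 9 FSH target genes of Table 4, GOAT KO against WT by the labels, with the paper's 6 libraries (filled circles) and with all 8 (open squares). Points are edgeR's estimates and bars are ± 1 SE. Cyp19a1 moves most between the sets, from 1.39 to 0.22.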

FSH was identified as the main potential regulator of several genes that are likely to be involved in the *development of female reproductive tract* and *development of genital organ*, the top biological functions that are likely to be affected by GOAT deletion (See Figure 4B). This networks summary is presented in Table 4.

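Table 4 prints 39 gene symbols with an arrow. Of these, 36 match a symbol of the count table and 35 were tested, *Cxcl2* being under the filter on low counts. All 35 moved as their arrow shows, both in the paper's 6 libraries and with WT 1120 and GOAT KO 1139 added. The number with an unadjusted p under 0.05 and an absolute log2 fold change over 0.3 was 28 with the 6 libraries and 19 with all 8. None had an adjusted p under 0.05 over all genes in either set. Over Tables 3 and 4 together, 70 symbols were tested, and 59 of them passed with the 6 libraries and 31 with all 8. Leaving out GOAT KO 1141 brought the latter number to 18, and leaving out WT 1118 to 20.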

**Table 4:** Regulator Effects networks, identified by Ingenuity Pathway Analysis platform.

**Regulators**	**Consistency score**	**Target genes in the dataset**	**Diseases and functions**	**Predicted relationship**	**Known regulator/disease relationship**
FSH	3	*↑Cyp11a1, ↑Cyp19a1, ↑Fshr, ↑Fst, ↑Inhba, ↑Inhbb, ↑Nppc, ↑Tk1, ↓Wt1*	Development of female reproductive tract; Development of genital organ	Activation	2/2
↓ELF4	1.155	*↓Cdkn1a, ↓Cxcl2, ↓Spp1*	Cell movement of phagocytes	Inhibition	0/1
↑STAT1	−4.536	*↓Angpt2, ↓Apoe, ↑C3, ↓Cdkn1a, ↓Cxcl2, ↓Edn1, ↓Serpina3*	Cell movement of phagocytes	Inhibition	1/1
TNF	−6.791	*↓Apoe, ↓Bmper, ↓Cdkn11a, ↑Col1a1, ↓Cyp26b1, ↓Edn1, ↑Frzb, ↑Fst, ↓Mndal, ↑Igf2, ↑Naglu, ↓Ngfr, ↓Sox9, ↑Th, ↑Thbs2, ↑Tnfrsf1b, ↑Vegfc*	Development of sensory organ	Activation	1/1
IL1A	−7.506	*↓Bcl3, ↑Il18, ↑Tac1*	Inflammation of the limb	Activation	0/1
CSF2	−8.89	*↑C3, ↓Cd74, ↓Cdkn1a, ↓Cxcl2, ↓Edn1, ↑Inhba, ↓Spp1, ↑Tnfrsf1b*	Cell movement of phagocytes	Inhibition	1/1
EPO	−11.023	*↓Angpt2, ↓Cdkn1a, ↓Edn1, ↑Il18, ↓Spp1, ↑Vegfc*	Cell movement of phagocytes	Inhibition	1/1
LIF	−11.431	*↓Cdkn1a, ↓Cxcl2, ↑Cyp19a1, ↓Serpina3, ↓Spp1, ↑Tac1*	Cell movement of phagocytes	Inhibition	0/1
IFNα	−11.839	*↑C3, ↓Cdkn11a, ↓Cxcl2, ↓Il17ra, ↓Il6r, ↑Mmp28*	Cell movement of phagocytes	Inhibition	1/1
IFNγ	−14.500	*↓Bcl3, ↑Il18, ↓Itgb2, ↑Tac1*	Inflammation of the limb	Activation	1/1

*The networks are scaled by a consistency score, a measure of how causally consistent and densely connected a network is. A red up arrow indicates an increase in the dataset; A green down arrow indicates a decrease in the dataset*.

### qRT-PCR Analysis of Key DEGs in Juvenile GOAT KO Mouse Ovaries

We next performed a qRT-PCR assessment of the top DEGs in juvenile WT and GOAT KO mice, to more specifically identify individual genes that might be influenced by the absence of GOAT. While expression of certain ovarian genes can be influenced by estrous cycle stage, cyclicity was not controlled in the study to avoid additional handling and stress associated with vaginal smearing, and the clear role for ghrelin in regulation of the stress response (106). Gene expression analysis confirmed the absence of *Mboat4* transcript in the juvenile GOAT KO mouse ovaries, in which no amplification was observed (data not shown). 

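Across the 6 genes *Leprotl1*, *Dcdc2b*, *Cited4*, *Rab3b*, *Rab6b* and *Myh6*, the log2 fold changes from the paper's 6 libraries were set against log2 of the paper's juvenile RT2 PCR fold changes in Table 5. Pearson's r was -0.88 (two-sided exact permutation of pairings, p = 0.0778) and Spearman's rho -0.62 (exact permutation p = 0.244). With WT 1120 and GOAT KO 1139 added, r was -0.92 (exact permutation p = 0.133) and rho -0.26 (exact permutation p = 0.667). After Benjamini-Hochberg adjustment over the 4 correlations computed in these sets, both p values of r were 0.142. The correlation is across genes, which are not independent replicates. The PCR values are the paper's.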

In the juvenile ovary, there was no significant correlation between the RNA sequencing and RT^2^ PCR array in the fold changes of the six top under-expressed genes assessed. This absence of correlation was specifically due to a different direction of change in the expression of *Myh6*, which was under-expressed in the RNA sequencing and over-expressed in the RT^2^ PCR array (Table 5). 

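*Myh6* (chromosome 14 from 54941921 to 54966927, − strand) encodes a cardiac myosin heavy chain. It had 16.7 ± 1.86 CPM (SD, n = 3) in WT and 4.05 ± 0.635 CPM (SD, n = 3) in GOAT KO over the paper's 6 libraries, a log2 fold change of -2.05 (SE 0.15, adjusted p = 0.000162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT 1120 had 5.76 CPM and GOAT KO 1139 1.92 CPM. With all 8 libraries the log2 fold change was -1.99 (SE 0.35, adjusted p = 0.306 from the same test), and every library labelled GOAT KO lay below every library labelled WT (two-sided exact permutation test, p = 0.0286, the smallest possible). Leaving out any single library kept the log2 fold change between -2.25 and -1.79. Without *Myh6*, r between sequencing and PCR over the remaining 5 genes was -0.16 (exact permutation p = 0.9) with the 6 libraries and 0.53 (exact permutation p = 0.433) with all 8.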

*Leprotl1*, a gene closely involved in the negative regulation of growth hormone (GH) receptor expression and intracellular protein trafficking (86), was under-expressed in both the RNA sequencing and the RT^2^ PCR array.

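*Leprotl1* lies on chromosome 8 from 34135572 to 34147033, − strand, 10390 bases beyond the end of *Mboat4*. It had 48.8 ± 4.96 CPM (SD, n = 3) in WT and 24.6 ± 0.945 CPM (SD, n = 3) in GOAT KO, with 54.5 CPM in WT 1120 and 22.3 in GOAT KO 1139. The log2 fold change was -0.99 (SE 0.088, adjusted p = 0.000835 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over the paper's 6 libraries and -1.06 (SE 0.085, adjusted p = 0.000487 from the same test) over all 8. Every library labelled GOAT KO lay below every library labelled WT (exact permutation test, p = 0.0286, the smallest possible), and leaving out any single library kept the log2 fold change between -1.13 and -1.03. Of the genes on either side, *Dctn6* (from 34090420 to 34108796, − strand) had a log2 fold change of -0.40 (SE 0.068) and then -0.44 (SE 0.062, adjusted p = 0.0739 from the same test). *Gm10131* (from 34111002 to 34111737) had 0.34 and then 0.19, and *Saraf* (from 34154575 to 34170821, + strand) -0.10 and then -0.13. In all 4 libraries labelled GOAT KO and in none labelled WT, the authors' StringTie assembly holds transcripts outside the annotation on the + strand. The first in each library begins between 34145945 and 34145949 within *Leprotl1* and, in GOAT KO 1141, runs to 34170840. In the other 3 further ones follow, most of them beyond the end of *Leprotl1* and, in GOAT KO 1146, as far as *Saraf*. Reads from overlapping genes can be counted on either or left out, since the use of the strand is not stated.

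**Figure D4:**
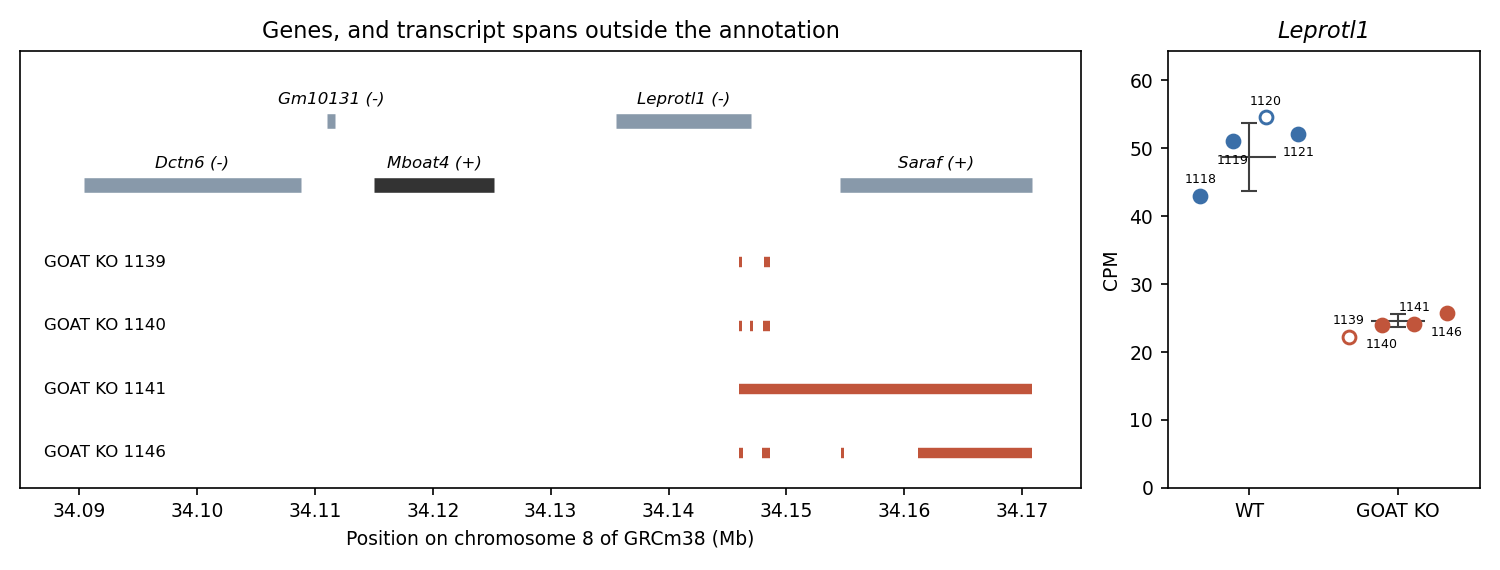
Left, genes around Mboat4 on chromosome 8 of GRCm38 with their strand (grey and black bars, position in Mb on the x axis). In red are the spans of + strand transcripts outside the annotation that begin within Leprotl1 or beyond it. The authors' assemblies hold these for the 4 libraries labelled GOAT KO and for none labelled WT. Right, TMM-normalized CPM of Leprotl1 in each library (y axis, from 0), with open points for WT 1120 and GOAT KO 1139 and bars for the mean ± SD of the 3 filled points of each group.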

**Table 5:** RT^2^-PCR array gene expression in juvenile and adult GOAT KO mice.

**Gene symbol**	**Gene name NCBI**	**Juvenile ovary fold change (*p-*value)**	**Adult ovary fold change (*p-*value)**
*Grik3*	Glutamate receptor, ionotropic, kainate 3	2.7 (^*^0.01)	1.30 (0.14)
*Spocd1*	SPOC domain containing 1	2.6 (^*^0.01)	0.74 (0.36)
*Grem1*	Gremlin 1, DAN family BMP antagonist	1 (0.97)	1.67 (0.53)
*Cyp19a1*	Cytochrome P450, family 19, subfamily a, polypeptide 1	0.6 (0.07)	0.81 (0.76)
*Inhba*	Inhibin, beta A	0.8 (0.24)	0.9 (0.81)
*Hspb7*	Heat shock protein family B (small) member 7	1.1 (0.63)	2.85 (0.33)
*Sohlh1*	Spermatogenesis and oogenesis specific basic helix-loop-helix 1	1.7 (^*^0.05)	0.91 (0.66)
*Drd4*	Dopamine receptor D4	0.6 (0.14)	1.11 (0.73)
*Leprotl1*	Leptin receptor overlapping transcript-like 1	0.8 (^*^0.02)	0.73 (^*^0.04)
*Dcdc2b*	Doublecortin domain containing 2b	1 (0.90)	1.08 (0.68)
*Cited4*	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 4	0.8 (0.45)	0.97 (0.93)
*Rab3b*	RAB3B, member RAS oncogene family	1 (0.92)	0.35 (^*^0.03)
*Rab6b*	RAB6B, member RAS oncogene family	0.9 (0.63)	2.02 (0.09)
*Myh6*	Myosin, heavy polypeptide 6, cardiac muscle, alpha	3.5 (^*^ 0.01)	0.35 (0.14)

*Gene expression changes in GOAT KO mice ovaries relative to WT controls*.

* *p < 0.05*.

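For the 8 over-expressed genes of Table 5 (*Grik3*, *Spocd1*, *Grem1*, *Cyp19a1*, *Inhba*, *Hspb7*, *Sohlh1* and *Drd4*), Pearson's r between the log2 fold change of sequencing and log2 of the paper's juvenile PCR fold change was 0.58 in the paper's 6 libraries (two-sided exact permutation of pairings, p = 0.142) and Spearman's rho was 0.55 (exact permutation p = 0.163). On linear fold changes r was 0.66 (exact permutation p = 0.0771). With WT 1120 and GOAT KO 1139 added, r was 0.83 (exact permutation p = 0.0126, and 0.0502 after Benjamini-Hochberg adjustment over the 4 correlations) and rho 0.83 (exact permutation p = 0.0172). Without WT 1120 alone, r over the log2 values was -0.088 (exact permutation p = 0.826), so that this library decides the value with the larger set. Genes are not independent replicates, and the genes were chosen on the sequencing values.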

There was a significant positive correlation between RNA sequencing and RT^2^ PCR array fold changes of the top over-expressed genes (*r* = 0.66, *p* = 0.04). This was driven principally by significant increases in *Grik3*, a glutamate ionotropic receptor encoding gene and an excitatory target in the ovary (66, 107), and *Spocd1*, a gene involved in negative regulation of phosphatase activity (68, 69).

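*Grik3* (chromosome 4 from 125490700 to 125714173, + strand) had 67.0 ± 7.01 CPM (SD, n = 3) in WT and 224 ± 12.3 CPM (SD, n = 3) in GOAT KO over the paper's 6 libraries, a log2 fold change of 1.74 (SE 0.082, adjusted p = 7.76e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT 1120 had 56.0 CPM. GOAT KO 1139 had 66.3 CPM, within the range of the libraries labelled WT. With all 8 libraries the log2 fold change was 1.52 (SE 0.31, adjusted p = 0.550 from the same test), and the exact permutation test gave p = 0.0857. *Spocd1* (chromosome 4 from 129929249 to 129957115, + strand) had 1.97 ± 0.663 CPM (SD, n = 3) in WT and 6.46 ± 0.812 CPM (SD, n = 3) in GOAT KO, with 2.09 in WT 1120 and 3.05 in GOAT KO 1139. For *Spocd1* the log2 fold change was 1.72 (SE 0.22, adjusted p = 0.0157 from the same test), and 1.49 (SE 0.28, adjusted p = 0.377 from the same test) with all 8 libraries. Every library labelled GOAT KO lay above every library labelled WT for *Spocd1* (exact permutation test, p = 0.0286, the smallest possible). Both genes lie on chromosome 4 between 115 and 150 Mb, where GOAT KO 1139 lay near WT for most genes called in the other libraries. Without *Grik3* and *Spocd1*, r between sequencing and PCR over the remaining 6 genes was -0.13 (exact permutation p = 0.803) with the 6 libraries and 0.68 (exact permutation p = 0.147) with all 8.

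**Figure D5:**
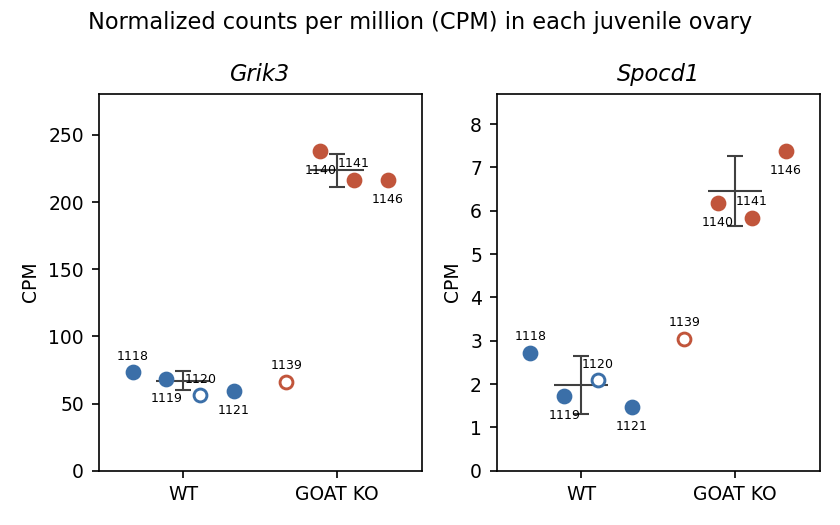
TMM-normalized CPM (y axis, from 0) of Grik3 and Spocd1 in each library labelled WT (blue) or GOAT KO (red). Filled points are the paper's 6 libraries, open points are WT 1120 and GOAT KO 1139, and bars show the mean ± SD of the 3 filled points of each group. The open GOAT KO point lies at 66.3 CPM for Grik3 and 3.05 CPM for Spocd1.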

### Effects of GOAT on the Mature Ovary and the Capacity to Breed

Since GOAT KO mice had a pronounced reduction in the number of ovarian follicles (per mm^3^ of ovarian tissue) as juveniles, coupled with changes in genes and gene pathways closely involved in the regulation of reproductive development and function, we next examined if these effects were likely to be carried through into adulthood and if the breeding capacity of these mice was likely to be altered.

The reduction in the number of follicles seen in juvenile GOAT KO mice persisted into adulthood, with significantly reduced numbers of primordial [*t*_(_9) = 3.46, *p* = 0.007, Figure 5A; expressed per mm^3^] and primary follicles [*t*_(_9) = 2.39, *p* = 0.04, Figure 5A; expressed per mm^3^]. There were, again, no differences in the populations of large healthy and atretic follicles (Figures 5B,C; expressed per mm^3^), and no effect of GOAT deletion on apoptosis (TUNEL) or proliferation (PCNA) markers able to detect changes primarily in large follicles (Figures 5D,E). Of all the top 10 over- and under-expressed DEGs identified in GOAT KO juvenile ovaries by RNA sequencing, only two were also altered in adult GOAT KO ovaries: *Rab3b*, involved in exocytosis (93, 94), and *Leprotl1*, which was also under-expressed in the juvenile phase and is involved in the regulation of GH action (86, 87).

**Figure 5:**
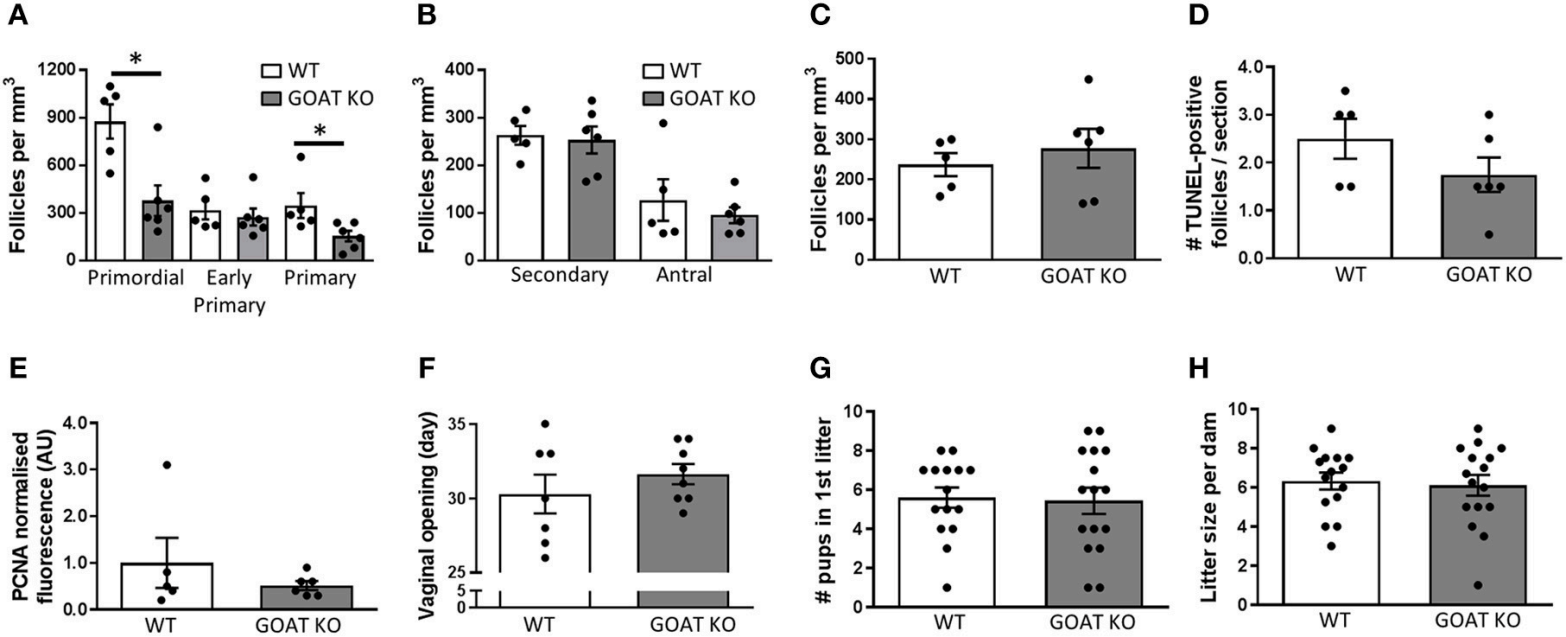
Effects of GOAT deletion on adult ovarian follicles, reproductive development and breeding capacity. **(A)** Small follicle; **(B)** Large follicle; and **(C)** Atretic follicle counts in the ovary of adult GOAT KO and WT mice. Follicle numbers are expressed per mm^3^ of ovarian tissue. **(D)** Number of TUNEL-positive follicles in the ovary of adult GOAT KO and WT mice. **(E)** Normalized mean fluorescence intensity of proliferating cell nuclear antigen (PCNA) staining in adult GOAT KO and WT ovaries. **(F)** Day of vaginal opening. **(G)** Mean number of pups born in the first litter. **(H)** Mean number of pups born in all litters to GOAT KO and WT mice. Data are expressed as mean ± SEM. *p < 0.05.

Despite these remaining subtle effects of GOAT deletion on the mature ovary, the age at puberty onset was not affected in these mice (Figure 5F). Encouragingly, there were also no differences between GOAT KO and WT mice in the number of pups born in the dam's first litter (Figure 5G) or in all litters (data not shown), suggesting pregnancy was not compromised. There were also no differences in the numbers of litters produced by continuously mated dams within a 3–5 month period (Figure 5H) or in the time between litters (data not shown). These data suggest that despite acyl ghrelin's regulatory role in reproductive development and pregnancy (31, 33, 34), it is not necessary for successful reproduction, at least not under institutional breeding facility conditions during the peak of the reproductive lifespan.

## Discussion

Acylated and des-acylated ghrelin peptides regulate multiple physiological functions, including reproduction [reviewed in (18)]. While the function of des-acyl ghrelin is not yet fully elucidated, and its receptor is currently unknown, there is now substantial evidence to support its independent role in a number of physiological conditions (9, 10, 24, 108). Here, we show that genetic deletion of GOAT, an enzyme responsible for the acylation of ghrelin that thus leads to an absence of acyl and a chronic increase in the levels of des-acyl ghrelin, resulted in long-term changes in ovarian morphology, as well as changes in gene pathways associated with reproductive development and function. These changes were not reflected in the reproductive maturation timeline or breeding capacity, suggesting that while GOAT KO mice do not have an overt reproductive phenotype, some of their underlying biological functionality is notably different from that in WT mice. These findings therefore have important implications for future studies employing this global knockout model, as well as for the greater understanding of ghrelin's role in reproductive development. These data may also indicate a degree of functional redundancy within the ghrelin system to ensure reproductive success, similar to a substantial functional redundancy that exists within the gonadotropin-releasing hormone (GnRH) neuronal population, where the presence of only 12% of GnRH neurons is sufficient for pulsatile gonadotropin release and puberty onset, and 12% to 34% are sufficient for the control of estrous cyclicity in the mouse (109). It may therefore be possible that while the presence of GOAT and acyl ghrelin at certain levels is essential for optimal development of the ovary, these may not be essential in maintaining fertility. It is also important to consider that in GOAT KO mice a certain compensation may occur in the context of life-long absence of acyl ghrelin. These mice have significantly elevated levels of des-acyl ghrelin, compared to WT controls (37). While the receptor for des-acyl ghrelin remains to be discovered, it is now acknowledged to have an independent bioactivity, that alternatively counteracts or mimics the actions of acyl ghrelin. As such, des-acyl ghrelin has been shown to reduce the levels of acyl ghrelin (24) and to normalize acyl-ghrelin induced changes in insulin and glucose levels (29), while it does not affect acyl ghrelin-induced GH, prolactin or adrenocorticotropic hormone production (29, 30). It does, however, mimic the inhibitory effects of acyl ghrelin on luteinising hormone (LH) release (30). It is plausible that at least to some degree the elevated des-acyl ghrelin levels in GOAT KO mice exert compensatory effects driven by the absence of acyl ghrelin, through GHSR-independent pathways.

Our characterization of the ovarian transcriptome in juvenile mice revealed that although the number of DEGs between the two genotypes represented a relatively small subset of genes, these genes were associated with several biological processes and functions regulating reproductive development. As such, *Grem1, Cyp19a1, Inhba*, and *Sohlh1*, that were among the top ten upregulated transcripts, play a critical role in folliculogenesis. *Grem1*, expressed in the granulosa cells of developing follicles (110), regulates primordial to primary follicle transition, by antagonizing the members of the bone morphogenetic protein (BMP) family (111), such as the anti-Müllerian hormone (AMH) that controls the activation of primordial follicles into the growing follicle pool (71). *Sohlh1*, that is required for oogenesis, is also expressed in postnatal ovary where it is confined to primordial oocytes (81, 112). *Sohlh1* expression, together with other oocyte-specific transcription factors, is essential for primordial follicle activation (113), with its absence leading to follicular arrest (81). *Inhba* expression is associated with follicular growth, regulating cell proliferation and FSH action in the ovary (76, 105, 114, 115). Together with an aromatase-encoding gene, *Cyp19a1*, that was also significantly upregulated in the ovaries of GOAT KOs, these transcripts modulate endocrine signaling (116).

Overall, increased expression of the above transcripts suggests the GOAT KO juvenile ovary may exhibit advanced follicle maturation, growth, and recruitment of primordial follicles into the growing pool. 

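Lists of genes of ovarian cell types were tested as sets in the same libraries. The 14 genes of granulosa cells of growing follicles had a median log2 fold change of 0.38 in the paper's 6 libraries, 12 of 14 higher in the libraries labelled GOAT KO (adjusted p = 1.75e-09 over 14 lists, from limma's camera with a preset correlation), and 0.25 with all 8, again 12 of 14 (adjusted p = 3.02e-06), where it was 0.12 without WT 1118. With the correlation estimated from the libraries, the unadjusted p was 0.0344 and 0.0302, neither of which passed adjustment over the 14 lists. Of these genes 8 are in the paper's Tables 1 to 4 and so were picked from the same libraries. The 10 genes of oocytes of small follicles, among them *Sohlh1*, had a median of 0.11 with the 6 libraries (adjusted p = 0.0196 from camera) and 0.15 with all 8 (adjusted p = 0.0198), and 20 genes of growing oocytes had 0.094 in both (adjusted p = 0.000574 and then 0.000132). With the estimated correlation the unadjusted p values of these lists were 0.0924 and 0.0812 for small follicles and 0.317 and 0.235 for growing oocytes. When single libraries were left out of the 8, the median for small follicles was 0.046 without GOAT KO 1141 and that for growing oocytes 0.055 without WT 1121. The 9 theca and steroidogenic genes had 0.027 and 0.15 (adjusted p = 0.480 and then 0.476), and -0.15 without GOAT KO 1139. By library, the mean log2 CPM of the granulosa list was 7.56 in WT 1118, 7.80 in WT 1119, 7.82 in WT 1121 and 8.25 in WT 1120, and 7.92, 8.18 and 8.25 in GOAT KO 1140, 1141 and 1146 and 8.29 in GOAT KO 1139. The paper starts from the higher expression of *Grem1*, *Sohlh1*, *Inhba* and *Cyp19a1* and from what is known of their roles. It proposes that follicle maturation and growth, and the recruitment of primordial follicles, may be advanced in the juvenile GOAT KO ovary. Of these genes, the paper's juvenile PCR gives only *Sohlh1* as significantly higher, and *Grem1*, *Inhba* and *Cyp19a1* without a significant difference.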

When we assessed the numbers of ovarian follicles (per mm^3^ of ovarian tissue), we saw a significant reduction in the presence of small follicles (primordial and early primary in juveniles, and primordial and primary follicles in adults). Secondary and antral were not affected by GOAT deletion at any age and this was further confirmed by the absence of follicular atresia, apoptosis, and proliferation in these follicle populations. These data suggest that by three weeks of age the number of primordial follicles (at least when expressed per mm^3^ of ovarian tissue) are already significantly reduced in GOAT KO mice, but these primordial follicles are not excessively recruited to grow, at least not at this age. It remains to be established whether the reduction in the number of primordial follicles in these mice is driven by a reduction in the number of embryonic germ cells; by excessive apoptosis during the mitotic-meiotic transition [embryonic days (E) 13.5–15.5]; or during the nest breakdown and primordial follicle pool formation (E17.5-P5), typically associated with a significant wave of germ cell loss and oocyte death [reviewed in (117)]; or whether this occurs later during postnatal development. It would be also of interest to examine, in future studies, if any alterations in gonadal development are also evident in male GOAT KO mice. Nevertheless, the decline in the small follicle populations in GOAT KO mice (per mm^3^ of ovarian tissue), particularly primordial follicles, is possibly indicative of an accelerated exhaustion of the ovarian reserve and a shortened reproductive lifespan (118). While this also remains to be explored in future studies, the reduction in the number of the primordial follicles was not associated with changes in reproductive development and function. We found no differences in the onset of puberty in GOAT KOs, as well as no changes to the reproductive capacity of these mice, as also noted in initial studies using this global knockout model (37, 40). It is important to note, however, that our assessments were conducted under standard non-stressed laboratory housing conditions and that the mice were not assessed into the period of expected reproductive senescence. We have previously shown that GOAT KO mice are more anxious than WT animals, under stressed conditions (10). GOAT is also essential for survival in a calorie-restricted environment (37). It therefore remains to be established whether the reproductive capacity of GOAT KOs is affected in a suboptimal environment, and how the increased depletion of the primordial follicles affects the timing of cessation of the reproductive lifespan.

In addition to differences in ovary specific genes and processes in juvenile GOAT KO mice, we observed significant changes in genes contributing to cell signaling and immune pathways, as identified by the pathway enrichment analysis, using the Reactome and KEGG databases, as well as by the IPA platform. For instance, two top enriched canonical pathways included *EIF2 Signaling* and *Complement System*. eIF2 (eukaryotic initiation factor-2) initiates protein translation and synthesis in ribosomes. 

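The genes of ribosomal proteins, 83 in all, were tested as a set for the EIF2 Signaling category, since the pathway database was not used here. Their median log2 fold change was 0.13 in the paper's 6 libraries, 64 of 83 higher in the libraries labelled GOAT KO (adjusted p = 1.30e-06 over 14 lists, from limma's camera), and 0.062 with all 8, 57 of 83 higher (adjusted p = 0.00188). With the correlation between the genes estimated from the libraries, the unadjusted p was 0.161 and 0.372. Leaving out WT 1118 brought the median to 0.0013, with an unadjusted p of 0.235, while the 7 fits that each left out another library gave medians from 0.049 to 0.13.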

Phosphorylation of eIF2 is among the first steps in response to cellular stress and apoptosis (119), and the *EIF2 Signaling* pathway is significantly enriched in human primordial oocytes during the transition from primordial to primary stage (120). The complement system integrates the interaction between the innate and adaptive immune responses, and its major role is the clearance of immune complexes and apoptotic cells (121). An upregulation of the *Complement System* pathway in xenobiotic-treated neonatal mouse ovaries has been suggested to underlie xenobiotic-induced ovotoxicity and primordial follicle apoptosis (122), and may be associated with the reduction in the numbers of small follicles in the GOAT KOs in our study.

Our use of the IPA platform, in addition to the Reactome and KEGG databases of pathway enrichment analysis, allowed us to make predictions for what potential upstream regulators may be modulating the DEGs in the juvenile GOAT KO ovaries, and what downstream biological functions they affect. In this analysis we focused on downstream functions associated with inflammatory diseases and disorders, as well as functions associated with organismal development, as we identified these to be most reflective of the changes in our dataset. As the result of this analysis, FSH was predicted as the main upstream regulator, affecting the expression of several genes in the dataset (*Wt1, Tk1, Cyp11a1, Fst, Cyp19a1, Fshr, Nppc, Inhba, Inhbb*), subsequently driving the *development of genital organ* and the *development of female reproductive tract*, the top biological functions associated with *Reproductive System Development and Function*, as identified by the IPA platform in our dataset. The overall predicted activation state of these downstream biological functions is once again suggestive of premature ovarian development in the GOAT KOs, which may be the cause of the significant reduction in the number of primordial follicles (per mm^3^) in these mice. The number of primordial follicles is a major predictor of the female reproductive lifespan. In the mammalian ovary, the vast majority of germ cells are lost before the primordial follicle formation. In the mouse ovary, the establishment of primordial follicle pool is completed by P7 (123). By P19, approximately half of these follicles are already depleted and in the post-pubertal ovary at P45, only a third of the initial population of primordial follicles are left (124). After this phenomenal loss, only a small proportion of primordial follicles will be recruited into the growing follicle pool and reach ovulation, while the remainder of the primordial follicle pool continues to gradually decline during the period of sexual maturity, until only ~4% of the primordial follicle population is left at 12 months of age (124). The period of pubertal development therefore represents an important milestone of primordial follicle depletion. This extensive depletion appears to be gonadotropin driven, and while the exact mechanisms are unknown, pubertal increases in the levels of FSH and LH that drive folliculogenesis are also likely to indirectly drive primordial follicle depletion, since GnRH antagonism during the peri-pubertal period prevents the significant primordial follicle loss that typically occurs during this time (103, 125, 126). Our sequencing data from the juvenile ovary did not reveal changes in the expression of BCL-2 modifying factor (BMF), which has recently been identified as a critical promoter of fetal oocyte and prepubertal primordial follicle loss (103, 127). However, differential expression of genes driving reproductive development and their potential regulation by FSH, as indicated by our upstream regulator analysis, warrant investigation of the quantity and quality of the follicle pool in the fetal and early postnatal GOAT KO ovary in future studies. 

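*Bmf* (chromosome 2 from 118528757 to 118549687, − strand) had 35.5 ± 2.57 CPM (SD, n = 3) in WT and 34.9 ± 6.51 CPM (SD, n = 3) in GOAT KO over the paper's 6 libraries, with 27.9 in WT 1120 and 27.2 in GOAT KO 1139. The log2 fold change was -0.028 (SE 0.12, adjusted p = 0.956 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with the 6 libraries and -0.029 (SE 0.14, adjusted p = 0.990 from the same test) with all 8. Leaving out single libraries moved it between -0.17 and 0.053, so no difference between the groups was detectable in these libraries.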

Importantly, mutations in several genes that had significant contribution to the pathway analyses in our study, such as inhibin genes, including *INHBA*, as well as *SOHLH1* and *FSHR* are associated with premature ovarian failure in humans, and these genes are among the potential candidate genes responsible for this condition (128–130).

In summary, here, for the first time, we have characterized the ovarian gene and follicle profiles, as well as the reproductive potential of female GOAT KO mice, a model that through a genetic deletion of GOAT results in an absence of circulating acyl and high levels of des-acyl ghrelin (37). Our findings indicate that while the ovarian transcriptome and follicles in these animals are affected by the global deletion of GOAT, their reproductive capacity is unchanged. Although global gene knockout may induce widespread developmental effects, these data suggest that while a presence of acyl ghrelin supports ovarian development, as is the case in WT mice, its absence is not detrimental for successful reproduction. Our data also suggest that substantial reduction in ovarian follicle numbers (per mm^3^ of ovarian tissue) can be sustained without overt detrimental effects on the ability to reproduce at least not during the peak of the reproductive capacity.

## Author Contributions

LS, ZA, and SS conceived of and designed the work. LS, JG, ZA, and SS (i.e., all authors) made substantial contributions to the acquisition, analysis and interpretation of data. LS and SS wrote the manuscript. All authors critically revised it for important intellectual content.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

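Ovaries of 4 WT and 4 GOAT KO mice, 3 weeks old, were sequenced by the authors, 1 library per mouse, and the libraries carry the animal numbers 1118 to 1121 (WT) and 1139, 1140, 1141 and 1146 (GOAT KO). The authors cleaned the reads, aligned them to the mouse genome (mm10, GRCm38) with TopHat 2.0.14 and counted the reads on each known gene. They deposited these counts per gene symbol, whole numbers without normalization, for 45583 symbols. The deposited counts of splice junctions are numbers of reads across each junction, 1 set per library. The percentages of reads that mapped to the genome, to a single feature and to none were computed by the authors and are deposited as percent of all reads of the library. The transcripts that the authors assembled with StringTie 1.0.4 carry a constant score, which was not used, and served here for positions and for transcripts outside the annotation. The counting tool, the use of the strand and the test behind the paper's fold changes are not named in the paper's text.

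The counts on genes sum to between 16147216 and 19481798 per library. At this depth *Mboat4*, with 1 to 8 counts per library, is measured with large counting error, and genes under the filter on low counts were not tested. No pair of libraries of one group differed by less than the sampling noise (chi-square per gene between 3.96 and 24.98), so each counts as 1 replicate. Gene positions come from the GENCODE annotation of GRCm38 of a later release than the authors used, matched by Ensembl identifier for 918 symbols and by symbol for 41907, and from the authors' transcripts for 74. No position was found for 2684 symbols, and 98.6% of the genes tested with all 8 libraries have one.

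Counts were analysed with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by the TMM method, genes were kept by filterByExpr (at least 10 counts in a library of median size, in as many libraries as the smaller group, and 15 counts in all), and libraries labelled GOAT KO were compared with those labelled WT by the quasi-likelihood test. Following the paper, genes were called at an unadjusted p under 0.05 with an absolute log2 fold change over 0.5, or over 0.3 for its pathway analysis, and the count at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested) is given beside them. The SE of a log2 fold change is the log2 fold change divided by the square root of the test's F. CPM are TMM-normalized and given as mean ± SD. Single values were compared by exact permutation of the libraries, which with 4 against 4 cannot give a two-sided p under 0.0286 and with 3 against 3 none under 0.1. Multidimensional scaling used the 500 genes with the largest differences within each pair of libraries.

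Lists of genes were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, and with the correlation estimated from the libraries and with fry beside it. The lists are complement, MHC class II, leukocyte, oocytes of small follicles, growing oocytes, granulosa cells of growing follicles, theca and steroidogenic cells, ovarian surface epithelium, oviduct, adipose tissue, striated muscle, blood, immediate early genes and ribosomal proteins, and p values were adjusted over these 14. Called genes were placed on the chromosomes and compared with the other tested genes by two-sided Fisher's exact test, per chromosome, on chromosome 4 from 100 to 150 Mb and within 5 Mb of *Mboat4*, with 10000 permutations of gene positions for windows of 5 Mb. Log2 fold changes were correlated with log2 of the paper's juvenile PCR fold changes across genes, with exact permutation of the pairings.

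The genes named are *Mboat4*, the 20 genes of Table 1, the 9 FSH targets of Table 4, *Bmf*, the genes named for the immune pathways (*C3*, *H2-Ab1*, *Cd74*, *Itgb2*, *Ctss*, *Tlr7*, *Trem2* and *C8g*), the nearest 2 tested genes on each side of *Mboat4*, and the 5 higher and 5 lower genes with the smallest p whose GOAT KO values all lie on one side of all WT values. Other genes are named where a count of few genes called for it, and these were chosen after their values were seen. Tests, thresholds, gene lists, this rule and the alternatives were fixed before the data were examined, except the set of 6 libraries described next and the tests named in the observations as chosen later.

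The design called for the 3 WT and 3 GOAT KO libraries of the paper if Figure 2A identified them, and otherwise for all 8. The figure fixed the GOAT KO set and left 3 possible WT sets, so all 8 libraries are the main comparison. The log2 fold changes of Table 1 then identified the paper's 6 libraries, without WT 1120 and GOAT KO 1139, and results for these were added after the values were seen and stand first at each statement, since they are what the paper used. The paper gives their positions on a scaling plot as its reason for leaving 2 libraries out.

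The alternatives were size factors of the RLE type in place of TMM, DESeq2 1.42.0, limma-voom and edgeR's exact test in place of the quasi-likelihood test, a filter of CPM over 1 in at least 3 libraries, no filter beyond 1 count, robust estimation of the quasi-likelihood dispersion, each library left out in turn, and, for single results, junction reads, an estimated correlation, linear fold changes, a one-sided test, the threshold of 0.3 and other windows. Splits of the libraries into groups of the same sizes were counted, 35 for 4 against 4 and 10 for 3 against 3.

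The fits were tested on simulated data made with the means, dispersions and library sizes of these libraries. In 8 libraries, 210 of 16432 genes were changed by known amounts, at least 1 in either direction on the log2 scale. The quasi-likelihood test called 98.1% of them at a p under 0.05 and an absolute log2 fold change over 0.5. With 212 of 16448 changed in 6 libraries it called 97.2%. Changes under 1 were not simulated, so these shares say nothing about them. The test also called 192 unchanged genes with 8 libraries and 194 with 6. With no changed gene it called 225 genes in 8 libraries and 216 in 6, with 0 and 1 at an adjusted p under 0.05. The test of positions was run on 1000 random draws of 268 genes and gave a p under 0.05 in 4.1% of them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables, permutations and figures. GO, KEGG, Reactome and Ingenuity databases, the adult PCR data and the histology were not analysed here.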

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

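Of the tests in this part, the odds ratios of called genes on chromosome 4 and near *Mboat4* were planned, and the following were chosen only after the results were seen: the tests of *Mboat4* counts, of the transcripts beside *Leprotl1*, of the position of GOAT KO 1139 on chromosome 4 and of its label, of reads shared between pseudogenes and their parent genes, the count of splits for the odds ratio, and all values with the paper's 6 libraries.

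Among 62 measures in 2 groups of 4 libraries, a single library stood far from its group in 12 of 124 groups, where about 6.2 would do so by chance. The measure is the gap between that library and the nearest other, divided by the range of the group, where Dixon's critical value at 95% applies. GOAT KO 1139 was the library in 4 of the 12 groups, WT 1118, WT 1121 and GOAT KO 1141 in 2 each, and WT 1120 and GOAT KO 1140 in 1 each.

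*Mboat4* in WT 1121 had a ratio of 0.929, with 3 counts against 1 in each other library labelled WT, which is a difference of a few reads. The larger pattern is that the gene deleted in GOAT KO mice had 27 counts in the libraries labelled GOAT KO and 6 in those labelled WT. An exact binomial test against the library sizes gave p = 0.00018, which argues against counting noise. Exchange of the labels between the groups cannot be told apart from transcripts of the altered locus. *Leprotl1* fell by 1.06 on the log2 scale in the libraries labelled GOAT KO, and the paper's PCR also gives it as lower in GOAT KO. It gives *Grik3* and *Spocd1* as higher, as they are here by the labels, and *Myh6* as higher, against -1.99 here, but whether that RNA came from the same mice is not stated in the paper's text. No read crossed a splice junction within *Mboat4* in the libraries labelled GOAT KO (0 reads), so the counts do not show which exons were read. All 4 libraries labelled GOAT KO share the pattern, so an exchange would have to involve the groups as a whole.

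No library labelled WT had transcripts outside the annotation on the + strand from *Leprotl1* to *Saraf* on chromosome 8. All 4 libraries labelled GOAT KO had them, in data the paper does not report. The first in each library begins within *Leprotl1*, on the opposite strand, and others begin beyond it, in GOAT KO 1146 also within *Saraf*. Within 50000 bases of *Mboat4*, on either strand, 3 loci of transcripts outside the annotation were found. Of these, 1 was found in all 4 libraries labelled GOAT KO alone. No other set of 4 libraries had a locus of its own there. Over the genome, 8 loci of 23550 were found in these 4 libraries alone and 29 in the 4 labelled WT alone, and the 70 possible sets of 4 libraries had 7 to 33, so that the number of such loci is not unusual and only the place is. A hypothesis is that transcription of the altered locus runs beside *Leprotl1* and may lower its expression. The hypothesis was drawn from the 1 locus beside *Leprotl1*, so the presence of that locus does not test it. A wider local effect, of the deletion or of variants linked to it, would place other called genes nearby, and the odds ratio of called genes within 5 Mb of *Mboat4* was 0.0 without Table 1, with 0 of 29 genes called (Fisher's exact test, p = 1.0). At an absolute log2 fold change over 0.3 it was 1.28, with 1 of 29 called (Fisher's exact test, p = 0.549). *Dctn6*, 6234 bases from *Mboat4*, fell by 0.44 with every library labelled GOAT KO below every library labelled WT (exact permutation test, p = 0.0286, the smallest possible) and lies under the threshold of 0.5. At 29 genes this is too few to decide, and a local effect and the absence of one cannot be told apart. The effect of the absent enzyme itself was not tested. *Saraf* in WT 1118 had a ratio of 0.872, at 6.83 on the log2 CPM scale against 7.15 to 7.19 in the other WT libraries. No technical explanation was tested for it.

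Outside Table 1, called genes were over-represented on chromosome 4 from 100 to 150 Mb, which the paper does not discuss. With all 8 libraries, 22 of 559 genes there (3.94%) were called at a p under 0.05 and an absolute log2 fold change over 0.5, against 230 of 15792 elsewhere (1.46%), an odds ratio of 2.77 (Fisher's exact test, p = 5.68e-05), and 10 of the 22 were higher. With the paper's 6 libraries the odds ratio was 2.80 (32 of 562 genes, Fisher's exact test, p = 1.28e-06). Of 35 splits of the 8 libraries 1, the real one, gave an odds ratio as large. The margin is small, since exchanging GOAT KO 1139 with WT 1120, WT 1118, WT 1119 or WT 1121 gave 2.69, 2.66, 2.54 and 2.12, while no other split passed 1.69. Among 10 splits of the 6 libraries it was also 1, which is the smallest share that 10 splits allow. Chance in the division of the 8 libraries is thus argued against only by this rank, and the splits with a high odds ratio are those that keep GOAT KO 1140, GOAT KO 1141 and GOAT KO 1146 together, wherever GOAT KO 1139 is placed. Genes near each other can share regulation, which Fisher's test does not allow for. The result is consistent with variants of another strain on distal chromosome 4 that these mice carry (odds ratio 2.77), as a hypothesis, since no genotypes were analysed here. *Mboat4* lies on chromosome 8, so such variants are not linked to the deletion. The paper states that WT and GOAT KO mice were littermates from heterozygous parents, in which such variants would be inherited independently of the deletion. Its breeding records also hold WT females mated with WT males and GOAT KO females with GOAT KO males. The parents of each mouse were not analysed here. *Dab1* and *Scp2*, which lie in this region, separated all 4 libraries labelled GOAT KO from all 4 labelled WT. Variants inherited independently would seldom divide the groups so fully, though both genes were picked for their small p. An effect of GOAT on genes that happen to lie there stays open and was not tested. Over all genes tested, those of Table 1 included, the largest cluster within 2 Mb and 5 Mb windows over the genome had permutation p = 0.429 and 0.0551 with all 8 libraries, and 0.029 and 0.0025 with the 6. Windows of 10 Mb over the same genes gave 0.0189 and then 0.0008. Without the Table 1 genes only 5 Mb windows were tested, with 0.169 for all 8 libraries and 0.0019 for the 6.

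GOAT KO 1139 stood apart from the other GOAT KO libraries for *Gm10036* (ratio 0.849, 1.12 on the log2 CPM scale against 3.69 to 4.15), *Grik3* (0.926, 6.06 against 7.76 to 7.90), *Dcdc2b* (0.882, 2.59 against 1.73 to 1.83) and *Gm13103* (0.83, 4.16 against 2.82 to 3.05). *Grik3*, *Dcdc2b* and *Gm13103* lie on chromosome 4 beyond 115 Mb. On a scale where 0 is the WT mean and 1 the mean of the other 3 GOAT KO libraries, GOAT KO 1139 lay at a median of 0.133 over the 33 genes called there with the other 6 libraries, with 29 of 33 nearer WT, and at 0.801 over 336 called genes of other chromosomes. The difference was -0.67 (permutation test, p = 1e-05, the smallest that 100000 permutations give). WT 1120, also outside those 6 libraries, lay at 0.167 over the same 33 genes and at 0.606 on other chromosomes. The boundary of 115 Mb was chosen after its values were seen. A candidate explanation is that GOAT KO 1139 lacks a chromosome 4 haplotype that the other GOAT KO libraries carry there, and this cannot be told apart from another reason for its values, because the data hold no genotypes and the boundary was drawn from them. *Gm10036* lies on chromosome 18, and its parent *Rpl11* lies on chromosome 4 from 136028265 to 136053428. In GOAT KO 1139 *Gm10036* had 1.675 CPM, at the WT level, as a variant of *Rpl11* that sends reads to the pseudogene would give, but 1 library decides nothing. The log2 ratio of the summed CPM of *Gm10036* and *Rpl11* was 0.91 with all 8 libraries (two-sided exact permutation test, p = 0.0571), and 1.25 with the 6 (p = 0.1, the smallest possible). The sums were 24.5 to 29.5 CPM in the other 3 GOAT KO libraries and 9.42 to 15.9 in the 4 WT libraries, and *Rpl11* did not move the other way (0.27, and 0.43 with the 6). This argues against counted reads exchanged within the pair alone in those 3 libraries, while reads from elsewhere, or reads not counted in WT, stay open. A mouse of the group labelled WT under the label of GOAT KO 1139 is also argued against. *Leprotl1* had 22.26 CPM in this library, against 43.1 to 54.6 in the 4 WT libraries and 24.0 to 25.7 in the other GOAT KO libraries, *Gm6166* had 3.47 against 14.0 to 16.7 in WT, and this library also holds transcripts of the locus beside *Leprotl1*.

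*Gm15421* in GOAT KO 1141 had a ratio of 0.979, at 4.13 on the log2 CPM scale against 3.52 to 3.53. Its parent gene *Rpl22l1* had a log2 ratio of 0.21 between the groups and the sum of both 0.33 (exact permutation test, p = 0.171), and the sums of the groups overlap. With the 6 libraries the sum had 0.54 (exact permutation test, p = 0.1, the smallest possible) and *Rpl22l1* 0.40, and the sums were 27.3 to 49.7 CPM in WT and 55.4 to 66.3 in GOAT KO, without overlap. This goes against counted reads exchanged within the pair alone, but the SD of the WT sums was 11.9 CPM, and WT 1120 lies at 60.7 CPM, among the GOAT KO libraries, so shared reads cannot be told apart from a change of the pseudogene. *Drd4* in WT 1120 had a ratio of 0.855, at 2.94 against 0.72 to 1.04, *Wt1* in GOAT KO 1140 one of 0.866, at 7.34 against 7.19 to 7.21, and *Samd9l* in GOAT KO 1141 one of 0.912, at 5.05 against 5.12 to 5.13. The list of adipose genes in WT 1121 had a ratio of 0.838, at a mean of 3.02 on the log2 CPM scale against 2.28 to 2.40, and that of immediate early genes in WT 1118 one of 0.913, at 3.82 against 3.38 to 3.42. For these 5 no technical explanation was tested, and the design gives no biological one, since the libraries are replicates of one group. A difference between single mice stays open. WT 1120, for example, also had the highest mean of the granulosa list among the libraries labelled WT, 8.25 against 7.56 to 7.82. Total counts of the libraries lie within 16147216 and 19481798.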

How the results depend on the processing

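The results for the paper's 6 libraries, alone and under other settings, were added after the values were seen, and all other settings in this part were planned. No paired analysis was possible because the groups share no animal number.

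At an absolute log2 fold change over 0.5, 278 genes were called with all 8 libraries, 691 without a filter on low counts, and with the paper's 6 libraries 440 by edgeR's exact test and 707 without the filter. The fits that each left out 1 library gave 231 to 437, the highest without WT 1120. At 0.3, 473 genes were called, 918 without the filter and 382 to 866 with 1 library left out, again highest without WT 1120. With the paper's 6 libraries it was 793, 792 with RLE size factors, 793 with limma-voom, 879 with the exact test and 1248 without the filter. Without the filter 27459 genes were tested in place of 16601. At an adjusted p under 0.05, 4 genes passed, 13 with DESeq2, 19 with the exact test, 7 without the filter and 3 to 14 with 1 library left out, the highest without GOAT KO 1139. The 6 libraries gave 20, again 20 with RLE size factors, 76 with DESeq2, 19 with limma-voom, 115 with the exact test, 19 with a filter on CPM and 165 without a filter. On simulated libraries with no changed gene the exact test and DESeq2 gave more adjusted calls than the quasi-likelihood test. Other causes of these differences were not tested. The share of called genes that were higher in the libraries labelled GOAT KO stayed between 51.4% and 60.2% over the settings, against 57.2% with all 8.

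The number of Table 3 and 4 genes that moved as their arrow shows and passed was 31, 59 with the 6 libraries, and 18 (without GOAT KO 1141) to 45 (without WT 1120) with 1 library left out. Of the 9 FSH targets, 5 passed, 9 with the 6 libraries and 4 (for example without WT 1118) to 9 (without WT 1120) with 1 left out. With splice junction reads in place of counts, *Mboat4* had 0 reads in both groups. Leaving out 1 library moved *Bmf* between -0.17 and 0.053, *Cyp19a1* between -0.21 and 1.82, *Drd4* between -0.26 and 1.09, *H2-Ab1* between -0.54 and 0.25 and *Cd74* between -0.43 and 0.20. *Drd4* was at -0.00097 without the filter, and *H2-Ab1* at -0.095 with limma-voom and -0.69 with the 6 libraries. The highest values of *Cyp19a1* and *Drd4* came without WT 1120, and the lowest of *H2-Ab1* and *Cd74* without GOAT KO 1139.

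Of the gene lists, 6 passed an adjusted camera p under 0.05, and 0 with the correlation between genes estimated, where the medians stay 0.094 (growing oocyte), -0.25 (leukocyte), 0.15 (oocyte of small follicles) and 0.062 (ribosomal protein) by construction. The complement median was 0.010 without the filter and -0.065 (without WT 1120) to 0.014 (without WT 1118) with 1 library left out. That of MHC class II was 0.0097 without the filter, -0.56 with the 6 libraries and -0.38 (without GOAT KO 1139) to 0.20 (without WT 1118) with 1 left out. Leaving out 1 library also gave 0.046 (without GOAT KO 1141) to 0.25 for oocytes of small follicles, 0.0013 (without WT 1118) to 0.13 for ribosomal proteins, -0.52 to 0.28 (without WT 1119) for blood, -0.12 to 0.034 (without GOAT KO 1146) for ovarian surface epithelium, -0.057 (without GOAT KO 1139) to 0.34 for oviduct and -0.15 (without GOAT KO 1139) to 0.23 for theca. The oviduct median was -0.0050 with the 6 libraries. By unadjusted p the granulosa list kept its direction and its side of the threshold in all of its 16 other settings, from 0.12 without WT 1118 to 0.38 with the 6 libraries, but with an estimated correlation it did not pass adjustment over the lists.

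Across genes, r of the over-expressed genes with the paper's PCR was 0.83, 0.58 with the 6 libraries and -0.088 (without WT 1120) to 0.92 with 1 library left out. The odds ratio of called genes on chromosome 4 from 100 to 150 Mb, 3.52 with the Table 1 genes, stayed past the threshold in all of its 17 other settings, from 1.97 without GOAT KO 1140 to 4.69 without GOAT KO 1139. Near *Mboat4* the odds ratio was 2.08, and 0.0 without Table 1. The 5 Mb window with most called genes had p = 0.0551 by permutation of positions. With windows of 2 Mb the same test gave 0.429, and with windows of 10 Mb 0.0189.

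Among 50 single genes and lists, RLE size factors left all 50 in direction and side of the threshold, DESeq2 49, the exact test 49, the filter on CPM 49, limma-voom 47, no filter 46 and the 6 libraries 37, where 10 became stronger, 1 weaker and 2 reversed. Leaving out 1 library left 38 (GOAT KO 1139) to 46 (GOAT KO 1140) of them. The cause was not tested. With 1 to 8 counts per library, *Mboat4* was under the filter on low counts, so no fitted value is given for it.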

Differences from the paper's values

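The paper's 6 libraries were identified, and their results computed, only after the values were seen, and the other settings named in this part were set before the data were examined. The main values are those over all 8 libraries. A value is taken here to differ from the paper's where it lies further from it than its standard error, or 1.5 times for a p, so that a wider error alone can bring it within reach.

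With all 8 libraries the log2 fold change of *Gm10036* was 2.22 against the paper's 2.75. It came nearer and within its error without WT 1120 (2.39) or GOAT KO 1139 (2.58). With DESeq2 (2.22) and without WT 1118, WT 1119 (2.18) or GOAT KO 1146 (2.18) it came no nearer, and only the error reached the paper's value. For *Cyp19a1* it was 0.22 against the paper's 1.40, and within its error with limma-voom (0.74) and without WT 1120 (1.82). *Inhba* had 0.95 against the paper's 1.37, and came nearer and within its error with limma-voom (1.04) and without WT 1120 (1.41) or GOAT KO 1140 (1.15), while with DESeq2 (0.95) only the error reached it. *Gm15421* had 0.84 against the paper's 1.17, and came nearer and within its error with limma-voom (0.96) and without WT 1120 (1.10), by less without WT 1119 (0.91), GOAT KO 1139 (0.90), GOAT KO 1140 (0.90) or GOAT KO 1146 (0.90), while with DESeq2 (0.84) and without WT 1121 (0.82) only the error reached it. *Drd4* had 0.0025 against the paper's 1.05, and within its error without WT 1120 (1.09). For *Dcdc2b* the value was -0.75 against the paper's -1.02, and within its error without WT 1118 (-0.81) or GOAT KO 1139 (-1.03). For *Gm13152* it was -0.61 against the paper's -1.09, and within its error without WT 1120 (-0.81), GOAT KO 1139 (-0.90) or GOAT KO 1146 (-0.74). *Gm13103* had -0.68 against the paper's -1.11 and *Rab6b* -0.71 against the paper's -1.53, both within the error without GOAT KO 1139 (-1.14 and -1.48). *Rab3b* had -0.91 against the paper's -1.15, and came nearer and within its error without WT 1119 (-1.03), WT 1120 (-0.96) or GOAT KO 1139 (-1.11), while with DESeq2 (-0.92) and without WT 1121 (-0.94) or GOAT KO 1140 (-0.92) the value hardly moved and only the error reached it. The paper's 6 libraries, chosen after seeing the values, brought all 10 genes within their error. Under the other alternatives of the 15 the values stayed beyond it.

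The p of the correlation between sequencing and PCR over the over-expressed genes was 0.0126 by exact permutation against the paper's 0.04. Of 17 alternatives only leaving out GOAT KO 1141 closed the gap (0.0427). On the scale of linear fold changes r was 0.66 with the 6 libraries, a set chosen after seeing the values. From the paper's own values in Tables 1 and 5, on linear fold changes, r was 0.66 with a one-sided exact permutation p = 0.0421 and a two-sided p = 0.0794.

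The number of genes called at an absolute log2 fold change over 0.5 was 278, within 1.5 times the paper's 252. With the 6 libraries, chosen after seeing the values, it was 398, which is more than that, and 249 with DESeq2, the nearest to the paper's. With all 8 libraries limma-voom gave 257.

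The paper states that no *Mboat4* was amplified by PCR in the juvenile GOAT KO ovary. In the libraries labelled GOAT KO *Mboat4* had 5 to 8 counts, more than the 1 to 3 counts in each library labelled WT. Of 70 genes of Tables 3 and 4 that were tested, 67 moved as the paper's arrows show with all 8 libraries, and *H2-Ab1*, *Pip5k1b* and *Stc1* moved against them. All 70 moved as the arrows show with the 6 libraries chosen after seeing the values.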

Other observations

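In this part the tests of striated muscle and leukocyte genes, and the counts of splits of the 8 libraries for genes called at 0.5 and for adjusted p, were planned, while the following were chosen only after the results were seen: the sum of 6 muscle genes, the tests of adipose genes in GOAT KO 1139, of the pseudogenes *Gm5620* and *Gm6166* and of WT 1118 for ribosomal proteins, the comparison of splice junctions, and the other counts of splits, among them all those of the 6 libraries, a set identified after the values were seen.

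Splitting the libraries otherwise gave numbers of called genes as large in several cases. Of 35 splits of the 8 libraries into 4 and 4, 8 gave as many genes with an absolute log2 fold change over 0.5 as the 278 of the real one, 11 as many over 0.3, and 2 as many at an adjusted p under 0.05. The split with most genes set WT 1118, WT 1119, WT 1121 and GOAT KO 1140 against the rest, with 516 genes at 0.5, 1152 at 0.3 and 10 at an adjusted p under 0.05. It follows no batch that the labels give. With all 8 libraries, chance in the division of the libraries is thus an explanation that stays open for these counts. With the paper's 6 libraries the real split gave the most genes on all 3 counts, 1 of 10 splits at 0.5, 1 of 10 at 0.3 and 1 of 10 at an adjusted p under 0.05, where other splits gave at most 293, 620 and 0. A share under 0.1 is not possible with 10 splits. The paper chose these libraries on a scaling plot of the same data, and a choice made that way can itself favour the separation of the groups. With the 6 libraries 2624 of 16641 genes (15.77%) had groups that did not overlap, where 10.0% would by chance, and with all 8 it was 484 of 16601 (2.92%, 2.86% by chance).

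Genes of fat cells were high in GOAT KO 1139. All 7 tested genes of the adipose list were highest in this library, with a median log2 ratio of 4.92 to the median of the others, and *Adipoq*, chosen after its values were seen, had 1616 counts (96.7 CPM) there against at most 2.99 CPM elsewhere. Some steroidogenic genes were also highest in the same library. *Cyp11a1* (443 CPM) and *Cyp19a1* (45.2 CPM) were not, with 472 and 65.0 CPM in WT 1120. *Star* had 234 CPM there against at most 31.9 elsewhere, *Cyp17a1* 601 CPM against at most 355, in WT 1120, and the theca and steroidogenic list a mean of 7.94 on the log2 CPM scale against 6.67 to 7.44. *Star* and *Cyp17a1* were also chosen after their values were seen, and no explanation was tested for them. The adipose list contains 4 genes over 1 CPM in every library and shares none with the other lists. For the adipose genes the values are consistent with fat tissue taken along with that ovary (7 of 7 genes highest), as a hypothesis, which need not account for the steroidogenic genes. A change within the ovary itself stays open. The median log2 fold change of the adipose list between the groups was 3.24 with all 8 libraries (adjusted p = 8.03e-05 from limma's camera, unadjusted p of 0.13 with an estimated correlation) and 0.077 with the paper's 6 (adjusted p = 0.471), and 0.24 without GOAT KO 1139 alone.

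*Myh6* was lower in the libraries labelled GOAT KO. If muscle RNA in the libraries labelled WT were its source, other abundant muscle genes would follow. *Acta1*, *Actc1*, *Ckm*, *Mb*, *Myl7* and *Nppa* had 156 counts together in the 4 libraries labelled WT, against 983 for *Myh6* alone, and the median of the striated muscle list was 0.13 (adjusted p = 0.306 from limma's camera), or 0.20 with the 6 libraries (adjusted p = 0.471). This argues against muscle RNA. The 6 genes were picked from the list after the values were seen. A difference in the expression of *Myh6* in the ovary stays open and was not tested.

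The leukocyte list had a median log2 fold change of -0.25 with all 8 libraries, with all 17 genes lower in the libraries labelled GOAT KO (-0.17 without WT 1118), while the median of MHC class II was -0.073. A lower number of leukocytes and lower expression within them cannot be told apart, since no cell counts were analysed here. Of 35 splits of the 8 libraries, 5 gave a leukocyte median as large, and 2 of 10 splits of the 6. For granulosa genes 2 of 35 splits of the 8 gave a median as large, and 1 of 10 of the 6, the smallest share that 10 splits allow. With the 6 libraries 3 of 10 splits gave a median as large for MHC class II and 3 of 10 for ribosomal proteins. The number of lists with an adjusted camera p under 0.05 was reached by 20 of 35 splits of the 8 and by 4 of 10 of the 6, so that chance in the division of the libraries may give as many lists (from 3 to 10 with 8 libraries).

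Among the other lists, 11 genes of ovarian surface epithelium had a median of -0.18 with the 6 libraries, all 11 lower in the libraries labelled GOAT KO (adjusted p = 0.000172 from limma's camera, unadjusted p of 0.0144 with an estimated correlation), and -0.030 with all 8 (adjusted p = 0.315). The immediate early list had -0.28 with the 6 (adjusted p = 0.0101) and -0.15 with all 8 (adjusted p = 0.154), where it was -0.018 without WT 1118. Oviduct genes had -0.0050 and 0.20 (adjusted p = 0.471 and then 0.0751), and blood genes -0.34 and -0.28 (adjusted p = 0.284 and then 0.492). With fry in place of camera, unadjusted p values under 0.05 were 0.0488 for granulosa with all 8 libraries, and 0.0353 for granulosa and 0.0117 for ovarian surface epithelium with the 6.

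Without WT 1118 the median of the ribosomal protein genes was 0.0013, and without each of the other libraries it lay between 0.049 and 0.13. The higher expression of this list in the libraries labelled GOAT KO may thus rest on WT 1118 (0.0013). What sets this library apart was not tested.

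*Gm6166* and its parent *Fabp5* had log2 ratios of -1.86 and 0.32, and the sum of both -0.21 (exact permutation test, p = 0.0286, the smallest possible). A fall of the sum argues against counted reads exchanged within this pair as the whole cause, but since *Fabp5* rose, a part stays open. For *Gm5620* and *Tuba1b* the ratios were -0.93 and 0.33, and the sum 0.27 (exact permutation test, p = 0.2). The fitted log2 fold change of *Gm5620* was -0.92 with all 8 libraries and -0.49 without WT 1118. In this pair the parent also moves the other way and the sums of the groups overlap, so shared reads cannot be told apart from a change of the pseudogene. Only reads on a single gene were counted, and the treatment of reads that map in more than 1 place is not stated.

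Of the 20 genes with an adjusted p under 0.05 with the 6 libraries, *Draxin* (2.90), *Masp2* (2.82), *Clcn6* (0.46), *Gm12901* (4.60) and *5830444B04Rik* (-2.35) also lie on chromosome 4, and *Nnt* (-0.48) lies on chromosome 13 at 119335448 beside *4833420G17Rik* (0.52) at 119462768. *Gm13225* (7.64) has no position. These were chosen after their values were seen, and no explanation was tested for them.

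Splice junctions did not separate the groups beyond chance. With at least 3 reads in each of 4 libraries and none in the others, 98 junctions did so, 68 in the libraries labelled GOAT KO and 30 in those labelled WT, and 13 of 35 splits had as many, up to 128.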
